# A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments

**DOI:** 10.3389/fimmu.2025.1601809

**Published:** 2025-09-12

**Authors:** Ulrike Gimsa, Dirk Koczan, Ellen Kanitz, Armin Tuchscherer, Alexander Rebl

**Keywords:** behavioral testing, cytokines, inflammation, microarray, polygenic obesity, MDSC

## Abstract

In both humans and mice, obesity is often associated with peripheral and central inflammation, which can lead to diabetes, dysregulation of the stress response, changes in affective behavior, and memory impairment. The DU6 polygenic mouse line was selected over more than 180 generations for a high body mass. Unlike other mouse lines, DU6 mice do not develop diabetes despite significant obesity. We performed a series of behavioral tests on male mice because obesity is often associated with cognitive and emotional impairment. DU6 mice showed no differences in spatial memory or anxiety compared to a control mouse line, based on performance in the Y-maze test, novel object recognition task, and elevated plus-maze test, whereas object memory was impaired in DU6 mice. After psychological stress evoked by the elevated plus-maze test, serum corticosterone concentrations were elevated only in the control mouse line, while corticosterone concentrations were already high in DU6 mice under non-stressed conditions. This elevation under control conditions was no longer detectable at an advanced age. We investigated the composition of immune cells in the spleen and assessed mitogen-induced T-cell activation *in vitro* in male DU6 mice. Compared to the control mouse line, DU6 mice exhibited significantly fewer CD4^+^ and CD8^+^ T cells, alongside a markedly higher proportion of macrophages and Gr-1^+^CD11b^+^ myeloid-derived suppressor cells. T-cell activation following mitogen stimulation was lower in DU6 mice than in the control mouse line. Following psychological stress induced by the elevated plus-maze test, the number of CD4+ T cells increased and the number of macrophages decreased in both mouse lines. The proinflammatory cytokines IL-1β, IL-6, and TNF-α were not detectable in the serum of male mice of both lines, ruling out systemic inflammation. Transcriptomic analysis also revealed no inflammation in the hippocampal tissue, but rather a distinct transcriptional signature in male DU6 mice compared to the controls. We propose that the high number of Gr-1^+^CD11b^+^ cells protects DU6 mice against systemic inflammation, diabetes, and behavioral impairment.

## 1 Introduction

According to the World Health Organization, 43% of adult humans were considered overweight with a body-mass index (BMI) ≥ 25, and 16% of the world population were considered obese with a BMI ≥ 30 in 2022 (1). In addition to BMI, other parameters are required to assess the nutritional status of an organism, such as waist circumference, body composition in terms of the ratio of muscle, fat, and bone, and metabolic changes (2).

In humans, obesity may be linked to metabolic syndrome and diabetes as well as dysregulated hypothalamus-pituitary-adrenal (HPA) axis, low-level systemic inflammation, and an impaired immune response (3–6). However, not all obese individuals develop metabolic complications. This phenomenon is referred to as metabolically healthy obesity (MHO), or metabolically benign obesity, although its definition remains inconsistent (7–10). MHO is mostly defined as having a BMI > 30 kg/m^2^, normal glucose and lipid metabolism parameters, and a normal cardiovascular fitness. The concept of MHO is controversial because MHO can be a temporary condition, as people who were originally metabolically healthy can develop cardiovascular disease within a few years (10–12). Animal models of obesity almost exclusively exhibit metabolic disease such as diabetes. Here we present the obese mouse line DU6, which is unique in not developing diabetes and could therefore be of interest for studying certain aspects of MHO.

Common animal models of obesity are also used to investigate the underlying mechanisms of comorbidities observed in humans, including cognitive dysfunction and psychological disorders [for review, see (13–16)]. The link between obesity and neuroinflammation, memory deficits and behavioral changes is the development of systemic inflammation. Obesity promotes infiltration of immune cells into adipose tissue and results in the secretion of proinflammatory cytokines and adipokines. These inflammatory mediators circulate in the bloodstream and induce peripheral inflammation as well as neuroinflammation. This state is exacerbated by obesity-induced gut dysbiosis, which induces a leaky intestinal barrier, thereby promoting neuroinflammation and neurodegeneration via the gut-brain axis (17). Systemic inflammation can lead to a spill of proinflammatory cytokines into the brain via a leaky blood-brain barrier or by transport proteins, activation of perivascular macrophages, which in consequence lead to an activation of microglia and astrocytes. Once activated, these brain immune cells produce inflammatory mediators and cytokines themselves (18). In a study on mice on a high-fat diet, microglial activation in the hippocampus along with cognitive impairment has been demonstrated (19). High-fat diet has also been shown to induce neuroinflammation in the hypothalamus, inducing autonomous system dysfunction (20).

Transgenic models of obesity mimic some of the physiological, psychological, and cognitive alterations seen in obese humans but are restricted to one gene, while human obesity is multicausal. Typical transgenic mouse models include the *ob/ob* mice, which do not produce leptin due to a mutated leptin gene (21), and the *db*/*db* mice, which do not express the leptin receptor (22, 23). *Ob/ob*, and *db/db* mice, show impaired spatial memory and increased anxiety associated with an altered activity of the HPA axis as well as systemic and central nervous system inflammation (24–27). While these transgenic models make it possible to elucidate the role of a specific gene in the complex phenomenon of obesity, the results obtained may not be readily transferable to the clinical context. Diet-induced obesity in rodents based on high-fat diets induces a number of physiological, cognitive, psychological, neuroendocrine, and immune alterations also seen in obese humans and mostly results in diabetes. However, it cannot be ruled out that these changes are a direct result of high dietary fat levels (28). Unlike transgenic mouse models and models with a high-fat diet, polygenic obesity rodent models have the advantage that obesity results from a genetic predisposition to obesity and overfeeding with standard feed, thus excluding the effects of dietary imbalances.

The long-term selection mouse line DU6 is characterized by obesity due to high feed intake of standard mouse chow, in addition to a genetically predisposed high feed efficiency. These mice do not develop diabetes (29) despite increased insulin and leptin levels (30, 31), which contrasts with other polygenic mouse models of obesity (32, 33). However, recent work has shown that life expectancy is reduced in these mice (31). Psychological, neuroendocrine, and immune responses in this mice model remain largely unexplored. This study aimed to further characterize the DU6 line, providing insights into obesity and its consequences in a unique polygenic model that dissociates obesity from diabetes. Given that systemic inflammation is a known link between obesity and diabetes, as well as obesity-related cognitive and affective impairment, it was of interest to examine whether inflammatory processes play a role in the DU6 mouse model. Because the DU6 mice, despite their pronounced obesity, do not develop diabetes, we set out to investigate if DU6 mice develop (i) cognitive and affective impairments associated with (ii) HPA axis dysregulation, (iii) immune alterations, and (iv) low-level systemic inflammation and neuroinflammation.

## 2 Materials and methods

### 2.1 Animals

All the procedures were pre-approved by the local Animal Care Committee (LALLF 7221.3-1-006/18, date of approval: April 03, 2018) and conducted in compliance with the European Council Directive of 24 November 1986 (86/609/EEC). Only male mice of two mouse lines were used: (i) DU6, an outbred line subjected to 180 generations of selective breeding for high body mass at six weeks of age, and (ii) its non-selected control line FztDU (29, 30, 34–36) (**Figure 1A**). The outbred strain FztDU was bred from four outbred (NMRI, Han : NMRI, CFW, CF1) and four inbred strains (CBA, AB, C57BL, XVII) as described previously (30, 35). Both lines were bred and housed in the experimental animal facility of the FBN under specific pathogen-free conditions, at a controlled temperature of 22.5 ± 0.2°C, with at least 40% humidity and a 12 h:12 h light-dark cycle. Feed pellets (ssniff Spezialdiäten GmbH, Soest, Deutschland) and water were available *ad libitum*.

**Figure 1:**
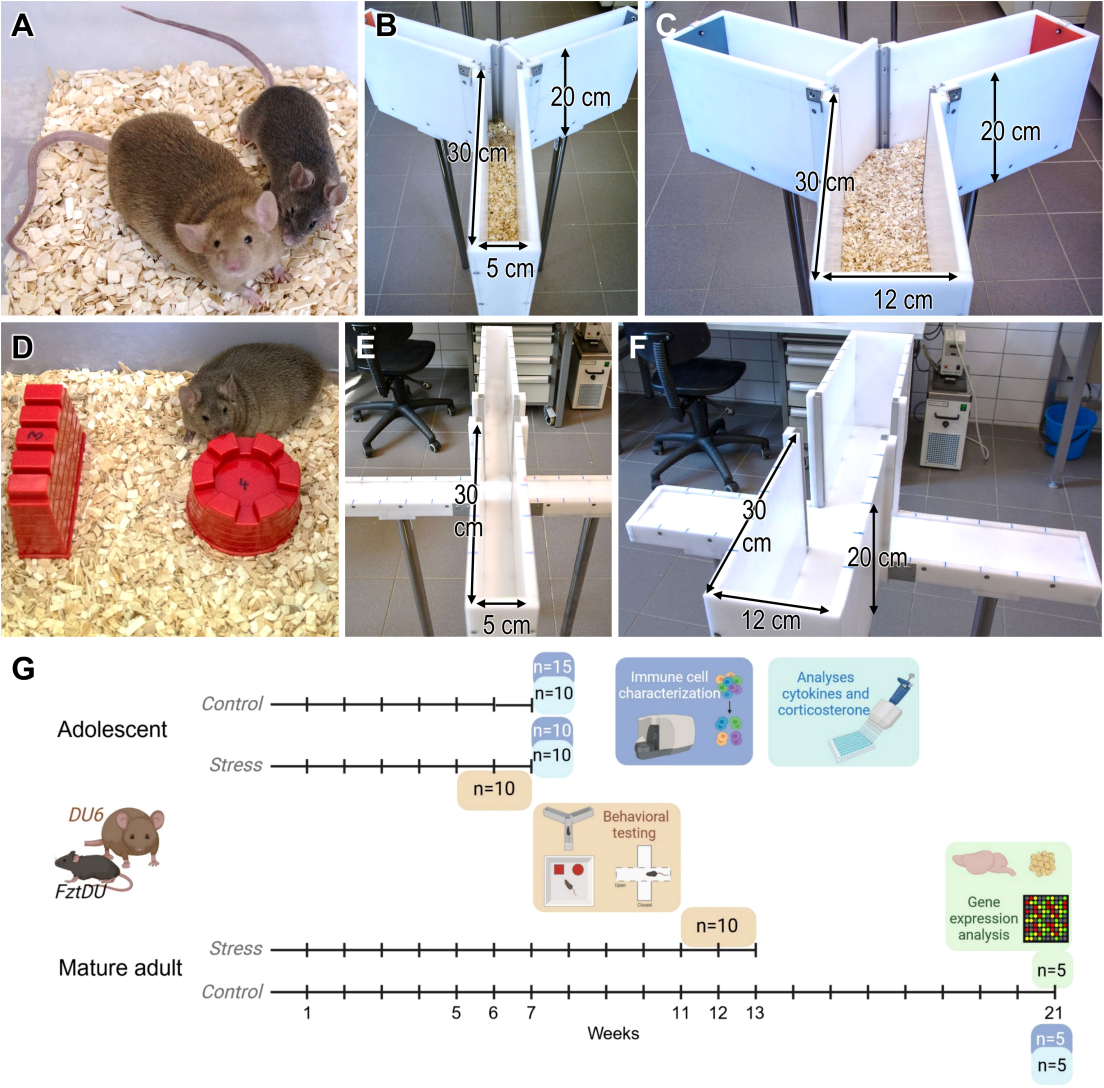
**(A)** Size example of two male DU6 (left) and FztDU (right) mice at 14 weeks of age. **(B)** Standard-size Y-maze with the left arm marked by a red plate (open) and the right arm marked by a gray plate (closed); **(C)** wider Y-maze with the left arm marked by a gray plate (closed) and the right arm marked by a red plate (open). Note that either the left or right arm of the larger and smaller Y-maze was closed or opened based on a randomized scheme. Arrows in **(B, C)** indicate the length, height and width of the passageways. **(D)** DU6 mouse approaching one of the two differently shaped objects, wall (left) and tower (right). **(E)** Standard-size and **(F)** wider EPM; arrows in **(E, F)** indicate the length, height and width of the passageways. **(G)** shows the experimental setup and the number of animals included in the depicted analyses. Each time line corresponds to one group of animals from each mouse line. Created in BioRender. Gimsa, U. (2025) https://BioRender.com/f80x0rn.

Mice were removed individually from their cages only for behavioral testing and were returned immediately afterward. The randomly selected test individuals were ten male mice from each of the FztDU and DU6 lines, which averaged 35.0 ± 2.9 g (FztDU; mean ± SD) or 91.8 ± 4.5 g (DU6) at seven weeks, and 46.7 ± 4.8 g (FztDU) or 122.8 ± 8.0 g (DU6) at 13 weeks of age (**Figure 1A**). Forty mice were used for behavioral experiments in total. The seven-week-old mice were euthanized within 10 minutes after the last behavioral test, and serum and spleens were isolated. These samples represented stress responses and were compared to those of age-matched controls (n = 10 in each mouse line). The mice were euthanized in a separate laboratory to avoid any influences of stress on the remaining mice. After cervical dislocation, the mice were rapidly decapitated, and their trunk blood was collected. Blood was allowed to clot for 2 h and then centrifuged at 2,000 × g for 10 min. Sera were stored at –20°C until corticosterone and cytokine analysis was performed. Spleens were isolated for flow cytometry and cell culture. Five additional mice per mouse line were euthanized at 21 weeks of age for gene expression studies, analysis of corticosterone concentration and characterization of immune cells. Hippocampi from these mice were isolated from the brains, snap-frozen in liquid nitrogen, and stored at –80°C until transcriptomic analysis was conducted. The experimental setup is summarized in **Figure 1G**.

### 2.2 Behavioral tests

#### 2.2.1 General remarks

Behavioral testing started with mice of both lines at the age of approximately five weeks (n = 10 per mouse line) or at approximately eleven weeks (n = 10 per mouse line), hereinafter referred to as the adolescent and the mature adult mouse cohorts. In the week before behavioral testing, mice became accustomed to handling by the person conducting the test over a two-day period. Bedding was provided in the test arenas and housing cages, except for the elevated plus-maze (EPM). Testing consisted of a sequence of three tests administered at one-week intervals: The Y-maze test for spatial memory and a novel object recognition (NOR) test were followed by the EPM test (**Figures 1B–F**). The EPM test was considered to induce the highest stress levels of all the tests. Consequently, we performed this test last to minimize any carry-over effects between the tests. Every test was conducted under 30-lux illumination to increase the activity of the mice and reduce their anxiety. Each test arena was cleaned of excrements between the individual behavioral tests to reduce the irritating odors of conspecifics. All experimental sessions were recorded using a Sony HDR-CX240E camera, and the video footage was analyzed with Observer XT 12 software (Noldus Information Technology BV, Wageningen, Netherlands).

#### 2.2.2 Y-maze test

The Y-maze test with forced choice alternation evaluates spatial orientation memory based on the natural exploratory behavior of the animals. Two sizes of Y-shaped mazes were used, each consisting of three arms positioned at 120° to one another, connected by a central area (**Figures 1B, C**). The walls of both mazes were 20 cm high, and the arms were 30 cm long. The arms in the standard-size maze were 5 cm wide (**Figure 1B**), while the arms of the wider maze were 12 cm wide (**Figure 1C**). To distinguish between arms, one was marked with a gray plate, the second with a red plate, and the third was unmarked. In the first trial, one arm of the Y-maze was blocked, and the test mouse was placed at the end of the starting arm, with its head facing the wall. After five minutes of exploring the two accessible arms, the mouse was returned to its housing cage. Thirty minutes later, the same mouse was reintroduced to the maze, where now all three arms were open. The timing began as soon as the mouse exited the starting arm with all four paws, and it had five minutes to explore the maze. The blocked arm’s position (left or right) was randomized for each experiment with ten test mice per line. In the first test, five mature adult FztDU mice were tested in the standard-size Y-maze, while the other five were tested in the wider maze. As there were no significant differences in mouse behavior between the standard-size and wider Y-mazes, the test with the adolescent FztDU mice was performed only in the standard-size maze. All DU6 mice were tested in the wider maze.

To determine whether mice from the two breeding lines preferred exploring the novel arm over the familiar ones, we measured the time spent in each and the number of entries, defined as entering with all four paws. For the statistical comparison with the novel arm, the number of entries into the familiar arms and the time spent there were each averaged and divided by two, as there were two familiar arms but only one novel arm. In the following, these averages are referred to as entries into the familiar arms and duration of exploration of the familiar arms, respectively.

#### 2.2.3 Novel object recognition test

The NOR test was used to evaluate object memory, specifically assessing whether the mice of the two lines equally recognized objects they encountered and explored the day before. The test box was constructed of gray plastic, measuring 30.5 cm × 38.0 cm at the base with 24 cm high walls. Cement-filled sand molds were used as objects in four distinct shapes: cylinder, pyramid, wall, and tower. Every object was uniform in material and color, and approximately equal in size (around 5 cm in height; see **Figure 1D**). The setup was chosen to allow us to analyze whether individuals from the two lines exhibited any laterality in exploring novel objects or a preference for one of the objects.

On day 1 (d1) of the test, individual mice were allowed to habituate to the test box without any objects for 20 min. On day 2 (d2), the training day, individual mice spent five minutes in the experimental box without any objects. General behaviors, such as running, digging, rearing, grooming, and inactivity, were recorded and analyzed during this period. Two identical objects were then placed in designated positions and remained with the individual mouse for a 10-minute exploration period (**Figure 1D**). After this time, the mouse was returned to its housing cage. Object shapes were varied between mice to minimize any bias toward a specific shape. On day 3 (d3), the actual test day, each mouse was reintroduced to the empty test box. After five minutes, the familiar object (from the previous day) and a novel object were positioned at marked locations. The mouse was then given 10 minutes to explore both objects before returning to its home cage. The positions of familiar and novel objects were alternated between animals to control for any side preference within the box. Video recordings were analyzed with regard to the exploration time, defined as the time spent with the mouse’s nose in direct contact with an object, which was measured for each object. The number of exploratory contacts was also counted. In addition, we determined the discrimination index (DI), which shows the ability of the mice to discriminate between the novel and the familiar object. It is calculated using the formula

$$DI=\left(t_{n}-\;t_{f}\right)/\left(t_{n}+\;t_{f}\right)$$

with t_n_, time spent exploring the novel object and t_f_, time spent with exploring the familiar object (37).

The DI can vary between +1 and -1, where a positive score indicates more time spent with the novel object, a negative score indicates more time spent with the familiar object, and a zero score indicates no preference.

#### 2.2.4 Elevated plus-maze test

The EPM tests the conflict between the animals’ natural urge to explore and their instinctive avoidance of open spaces. We used two EPMs of different sizes. Each maze had four arms arranged in a “plus symbol” shape and connected at a central point (**Figure 1E, F**). Two opposing arms were enclosed in opaque 20 cm high side and end walls, while the two open arms had a 0.5 cm rim to prevent falls. The arms were divided into 5 cm segments by markings. In both maze variants, the walls were 20 cm high, and the arms measured 30 cm in length, while arm widths were 5 cm for the standard-size maze (**Figure 1E**) and 12 cm for the wider maze (**Figure 1F**). Mice were placed individually in the maze center, facing an open arm. After five minutes of exploration, the mouse was returned to its cage, and the output of urine and feces was recorded. Using the Observer XT 12 software, we performed anxiety-based tests on the following parameters: (i) entries into open arms, (ii) time spent in open arms, and (iii) distance walked in open arms. To avoid the influence of general activities, we calculated the relative number of entries into open arms (= entries into open arms × 100%/[entries into open arms + entries into closed arms]), the relative time spent on the exploration of open arms (= time spent in open arms × 100%/300)) and the relative distance in open arms (= distance in open arms × 100%/[distance in open arms + distance in closed arms]) as proxies for the individual anxiety level. Locomotor activity was determined as (i) entries into closed arms; (ii) distance in closed arms. The conflict between approaching and avoiding risk, i.e., entering the “dangerous” open arms was judged from (i) entries into the central position, (ii) time in the central position, and (iii) head dips from a closed arm into an open arm.

### 2.3 Immune cell characterization by flow cytometry

Spleen tissue was cut into pieces and disrupted in 6 ml PBS using a gentleMACS dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany). The suspension was passed through a 70 µm cell sieve to remove tissue debris and centrifuged at 1000 × *g* for 10 min at room temperature. The supernatant was discarded, and the cell pellet was resuspended in 400 µl of RPMI-1640 medium (PAN-Biotech, Aidenbach, Germany). This cell suspension was equally divided into four reaction vials (Sarstedt, Nümbrecht, Germany), with 100 µl per vial. Erythrocytes were lysed by adding 1000 µl Versalyse (Beckman Coulter, Krefeld, Germany), followed by gentle mixing and a 15-minute incubation in the dark at room temperature. The suspensions were then centrifuged at 150 × *g* for 5 minutes at room temperature and washed twice.

Cells for staining were resuspended in 500 µl of staining buffer (PBS containing 1% BSA and 2 mM EDTA) per two tubes, combined, and filtered through a 50 µm mesh. The final concentration was adjusted to 1 × 10^7^ cells/ml. For lymphocyte activation, cells from the other two tubes were resuspended in 1000 µl of RPMI-1640 culture medium, supplemented with 10% fetal calf serum (FCS, PAN-Biotech), 50 µg/ml gentamycin, 2 mM L-glutamine, and 50 µM 2-mercaptoethanol (all from PAN-Biotech). After combining the two cell suspensions, they were filtered through a 50 µm mesh and adjusted to a concentration of 4 × 10^6^ cells/ml. Stimulation was achieved with 2 µg/ml concanavalin A (ConA) for 24 h at 37°C in an incubator. All reagents were purchased from Sigma-Aldrich/Merck (Taufkirchen, Germany). The stimulated cells were centrifuged at 150 × *g* for 5 minutes at room temperature, the supernatants were discarded, and the pellets were resuspended in staining buffer.

For flow cytometric analysis, fresh cells were stained with panels of antibodies targeting: myeloid-derived suppressor cells (MDSCs; Gr-1^+^CD11b^+^), macrophages (Gr-1^-^ CD11b^+^), T-helper cells (CD4^+^ CD3^+^), cytotoxic T cells (CD8^+^CD3^+^), B cells (B220^+^). Stimulated cells were stained using antibodies specific for activated CD4^+^ and CD8^+^ T cells (CD25^+^CD4^+^, CD69^+^CD4^+^, CD25^+^CD8^+^, and CD69^+^CD8^+^). Samples in which MDSCs and macrophages were stained were also stained with the pan-leukocyte marker CD45.2. To rule out nonspecific staining, cells were stained with the respective isotype controls that were conjugated with the matching fluorochromes. Each staining reaction used 0.25 µg of antibody per 10^6^ cells in a total staining volume of 100 µl. Staining was performed for 30 min at 4°C. Then 900 µl of staining buffer was added and the tubes were centrifuges at 150 × *g* for 5 minutes at room temperature. The supernatants were discarded, and the washing step was repeated. After centrifugation, the pellets were resuspended in 500 µl staining buffer. All the antibodies were purchased from Biolegend (Amsterdam, The Netherlands). Details on antibody clones and conjugates are provided in **Supplementary Table S1**.

Samples were analyzed on a flow cytometer (Gallios 3-Laser Analyzer, Beckman Coulter). For samples stained to detect MDSCs and macrophages, gating was performed on CD45.2^+^ cells. In contrast, gating was applied to live lymphocytes based on forward and side scatter parameters for samples analyzed for T and B cells.

### 2.4 Corticosterone analysis

Serum corticosterone concentrations were measured in duplicate using a commercially available rat/mouse corticosterone ELISA kit (DEV 9922; Demeditec Diagnostics, Kiel, Germany) according to the manufacturer’s instructions. The antibody used in this assay exhibited a cross-reactivity of less than 1.1% with any potentially competing plasma steroids. The test sensitivity was 6.1 ng/ml, with intra-assay and interassay coefficients of variation of 7.3% and 8.2%, respectively.

### 2.5 Cytokine assays

Serum samples were tested for IL-1β using a murine IL-1β ELISA (BE 45111, IBL International, Hamburg, Germany), following the manufacturer’s instructions. The sensitivity of the assay was 1.2 pg/ml. The intra- and interassay coefficients of variance (CV) values were 4.7% and 5.7%, respectively.

Serum samples were tested for IL-6 using a murine IL-6 ELISA (BE 45061, IBL International) according to the manufacturer’s instructions. The sensitivity of the assay was 6.5 pg/ml and the intra- and interassay CV values were 5.0% and 8.9%, respectively.

Serum samples were tested for TNF-α using a murine TNF-α ELISA (BE 45291, IBL International) in line with the manufacturer’s instructions. The sensitivity of the assay was 3.7 pg/ml and the intra- and interassay CV values were 6.5% and 5.7%, respectively.

### 2.6 RNA isolation, microarray hybridization and data processing

RNA was extracted from the hippocampus of five 21-week-old mice per line (FztDU or DU6) using the RNeasy Plus Kit (Qiagen, Hilden, Germany). First, entire hippocampi were separately homogenized in liquid nitrogen using mortar and pestle after adding 600 μl RLT Plus buffer (RNeasy Plus Kit, Qiagen). Subsequent to thawing the ten samples, an extraction using phenol/chloroform/isoamyl alcohol (25:24:1, pH 6.6; Thermo Fisher Scientific, Waltham, MA, USA) was performed, followed by a DNA-removal step and the spin column clean-up in accordance with the manufacturer’s protocol (RNeasy Plus Kit). The ten RNA samples were quantified (Nanodrop 1000, Thermo Fisher Scientific) and diluted to a 70 ng/μl concentration. RNA integrity was tested using an Agilent RNA 6000 Nano Chip with a Bioanalyzer 2100 instrument (Agilent Technologies). All ten samples achieved RNA integrity numbers above 9.0.

Microarray hybridization was carried out using the Applied Biosystems Clariom S Assay Kit (formerly Affymetrix, Thermo Fisher Scientific) according to the GeneChip^R^ Whole Transcript Sense Target Labeling protocol (Affymetrix), as previously described (38). In brief, 200 ng of total RNA per sample was amplified and converted into strand-identical single-strand DNA that was subsequently hybridized to Clariom S Arrays (Mouse) for 16 h at 45°C in the GeneChip^R^ Hybridization Oven 645 (Affymetrix). The microarrays were washed and stained by the GeneChipFluidis Station 450 (Affymetrix) and then finally scanned using the GeneChip Scanner 3000 7G (Affymetrix) at a resolution of 0.7 microns.

### 2.7 Confirmation of differentially expressed genes by quantitative PCR

Quantitative PCR (qPCR) was performed using the LightCycler 96 System (Roche, Mannheim, Germany). RNA samples from the hippocampus (previously used for microarray hybridization), hypothalamus, and abdominal fat tissue from each mouse line (n = 5 per line) were individually reverse-transcribed into cDNA using the SensiFAST cDNA Synthesis Kit (Bioline/Meridian Bioscience). Then, qPCR reactions were performed in 12-μl volumes consisting of 6 μl SensiFAST SYBR No-ROX Mix (Bioline), 5 μl cDNA, and 1 μl of primers (sense and antisense). Sense and antisense primers for three selected target genes and three reference genes were designed using Pyrosequencing Assay Design Software (Biotage AB, Uppsala, Sweden) (**Table 1**). The target genes included *Mid1* (sense: 5’-GCGCTATGACAAATTGAAGCAAAA-3; antisense: 5’- CTTTTGGCTAAACTCATCCAAACT-3’), *Gjb4* (5’-TGGACCTGCCTCTGAGTACAC-3; 5’-CGCATTTATGGAGGGCACTGC-3’), and *Ccl19* (5’-AAGTCTTCTGCCAAGAACAAAGG-3; 5’-TGATGCTCTGTCCCAGACCTAA-3’). *Eef2*, *Rpl38* (39), and *Rplp0* (5’-GGCCCGAGAAGACCTCCTT-3; 5’-AATCTCCAGAGGCACCATTGA-3’) were used as internal normalizer genes.

**Table 1:** General behavior of male FztDU and DU6 mice during 5 min in the empty box of the NOR task on day 2. Data are shown as LS means ± SE.

Behavior	FztDU	DU6	p-value (Tukey-Kramer test)
Mature adult mice	n = 10	n = 10	
Rearing (#)	**29.90 ± 1.73**	**5.90 ± 0.77**	**<0.001**
Rearing (s)	**50.98 ± 5.77**	**8.83 ± 5.77**	**<0.001**
Digging (#)	**23.40 ± 1.53**	**9.00 ± 0.95**	**<0.001**
Digging (s)	**48.60 ± 8.96**	**15.80 ± 8.96**	**<0.05**
Grooming (#)	1.90 ± 0.44	1.50 ± 0.39	0.502
Grooming (s)	11.03 ± 2.95	4.62 ± 2.95	0.142
Running (s)	99.73 ± 9.25	82.15 ± 9.25	0.196
Inactivity (s)	**89.67 ± 12.28**	**188.61 ± 12.28**	**<0.001**
Adolescent mice	n = 10	n = 10	
Rearing (#)	**39.80 ± 1.99**	**17.60 ± 1.33**	**<0.001**
Rearing (s)	**56.55 ± 9.21**	**23.40 ± 9.21**	**<0.05**
Digging (#)	**31.60 ± 1.78**	**16.80 ± 1.30**	**<0.001**
Digging (s)	**52.35 ± 7.62**	**23.88 ± 7.62**	**<0.05**
Grooming (#)	4.70 ± 0.69	3.40 ± 0.58	0.168
Grooming (s)	9.33 ± 2.01	8.98 ± 2.01	0.902
Running (s)	79.51 ± 6.11	84.41 ± 6.11	0.578
Inactivity (s)	**102.25 ± 9.66**	**159.33 ± 9.66**	**<0.001**

#, number; s, duration (seconds). Bold numbers indicate significant differences between the mouse lines.

The qPCR was conducted in a LightCycler 96 instrument (Roche) with the following thermal cycling conditions: initial denaturation at 95°C for 5 minutes, followed by 40 cycles of denaturation at 95°C for 5 s, annealing at 60°C for 15 s, and elongation at 72°C for 15 s, with fluorescence measurements at 72°C for 10 s. No-template controls were included to monitor contamination. Amplicons ranging from 100 bp to 151 bp were visualized on agarose gels to confirm product size and quality. Raw qPCR data were processed using the LightCycler 96 v1.1.0.1320 software application. Melting curves were individually analyzed to verify the absence of nonspecific amplification. Only quantification cycle (Cq) values between 5 and 35 were considered for downstream analysis.

### 2.8 Statistical analyses

Statistical analyses were conducted using the SAS software application, version 9.4 (SAS Institute Inc., 2012, Cary, NC, USA).

Flow cytometry data and corticosterone concentrations were evaluated by two-way analyses of variance (ANOVA) using the MIXED procedure of SAS. ANOVA models for these traits comprised the fixed classification variables: line (FztDU, DU6) and treatment (control, stress) and the interactions line × treatment for the immune cell differentiation markers with and without stress. Time of sampling (five different points in time when groups of mice of similar age but of different lines, with or without prior stress, were euthanized) was included as a random effect. Another model included only control mice of two ages. This model comprised the fixed classification variables: line (FztDU, DU6) and treatment (control, stress), and age (7 weeks, 21 weeks) and the interactions line × treatment and line × treatment × age. All pairwise differences of the least-squares (LS) means were tested using the Tukey-Kramer procedure. Significance was defined as p < 0.05. The results are expressed as LS means ± standard error (SE).

Continuous behavioral data were evaluated using repeated measurement analyses of variance (ANOVA) of the MIXED procedure. Count data were analyzed with relevant Poisson models and the GLIMMIX procedure.

For the NOR test, the fixed factor “line” (“FztDU”, “DU6”) was applied to all recorded parameters in the open field test. In novel object test 1, fixed factors included “line” (“FztDU”, “DU6”), “side” (“left”, “right”), and “object type” (“wall”, “tower”, “pyramid”, “cylinder”), with the interactions line × side × object, line × object, line × side, and side × object calculated between these factors. For novel object test 2, the fixed factors line (“FztDU”, “DU6”) and familiarity (“familiar”, “novel”) were applied, with interactions calculated; repeated measurements for familiarity were managed using a Compound Symmetry covariance structure. In the Y-maze, the fixed factors included “line” (“FztDU”, “DU6”), “maze size” (“standard-size”, “wide”), and “familiarity” (“familiar”, “novel”), with repeated measurements (familiarity) accounted for by the Compound Symmetry covariance structure. The interaction line × maze size, line × familiarity and line × familiarity × maze size were integrated in the analysis. For the EPM test, the fixed factors line (“FztDU”, “DU6”) and “maze size” (“standard-size”, “wide”) and the interactions were integrated in the analysis. Pairwise multiple comparisons were performed for all behavioral tests using the Tukey-Kramer test. Effects and differences were considered significant when p < 0.05.

The probe cell intensity (CEL) files extracted from scanned microarray images were imported into the Transcriptome Analysis Console (TAC, version 4.0.3.14; Thermo Fisher Scientific). Data normalization was performed using the SST-RMA algorithm, and sequence annotation was achieved using the *Clariom_S_Mouse.r1.na36.mm10.a1.transcript.csv* file. Differentially expressed genes (DEGs) were identified, based on an absolute fold change > 2.0 and a false discovery rate (FDR) q < 0.05. TAC software was employed to generate principal component analysis (PCA) and hierarchical clustering of the expression data. Clustering was applied to both probe sets and CEL signal data. Cluster distances were calculated using the complete linkage method, with Euclidean distance as the similarity metric.

Functional analysis was conducted using the Ingenuity Pathway Analysis software (IPA, Qiagen). The expression analysis has been restricted to “nervous system”, “CNS cell lines”, “immune cell lines” and “macrophage cancer cell lines” to evaluate canonical pathways in the hippocampus, denoted in subsequent sections as italicized terms. The Benjamini-Hochberg procedure was applied for multiple testing correction, with a p-value threshold of ≤ 0.01 used as the cutoff to ensure robust and reliable identification of potentially modulated signaling pathways. Pathway activity was assessed using the z-score metric to determine activation (z > 1) or repression (z < -1). Statistical analysis of qPCR data was performed using the Student’s *t*-test in GraphPad Prism (version 10.4.1). The expression dataset has been submitted to the Gene Expression Omnibus (GEO) under accession code GSE280980.

Graphs were generated using Sigma Plot software 11.0 (Systat Software GmbH, Düsseldorf, Germany) and GraphPad Prism software 10.4.1 (San Diego, CA, USA).

## 3 Results

### 3.1 Spatial memory in the Y-maze is intact in DU6 mice

Taking the different sizes of the two mouse strains into account, we considered different Y-maze dimensions: wider ones for the DU6 mice and standard-size ones for the FztDU mice (**Figures 1B, C**). This introduced, however, the challenge of different testing conditions between the two setups. On the other hand, the use of the wider maze for both FztDU and DU6 mice could also influence the results, because the corridors for FztDU mice are significantly wider in relation to their body dimensions than for DU6 mice in relative terms. To address this problem, we tested five mature adult FztDU mice in mazes of both sizes. The results showed no significant differences in the behavior of FztDU mice between the wide and standard-size mazes. Consequently, all ten FztDU mice were combined into a single dataset for graphical representation. The raw data are provided in **Supplementary Table S2**.

The number of entries into familiar arms or the novel arm, as well as the period of time that the mature adult FztDU mice spent in one of the two familiar arms or the novel arm did not differ significantly (p > 0.05) between the two maze sizes. Importantly, both DU6 and FztDU mice entered the novel arm more frequently than the familiar arms (p < 0.05; **Figure 2A**) and explored the novel arm significantly longer than the familiar ones (p < 0.05; **Figure 2B**). Notably, FztDU mice entered both the familiar and novel arms more frequently than DU6 mice (p < 0.01 for the familiar arms; p < 0.05 for the novel arms).

**Figure 2:**
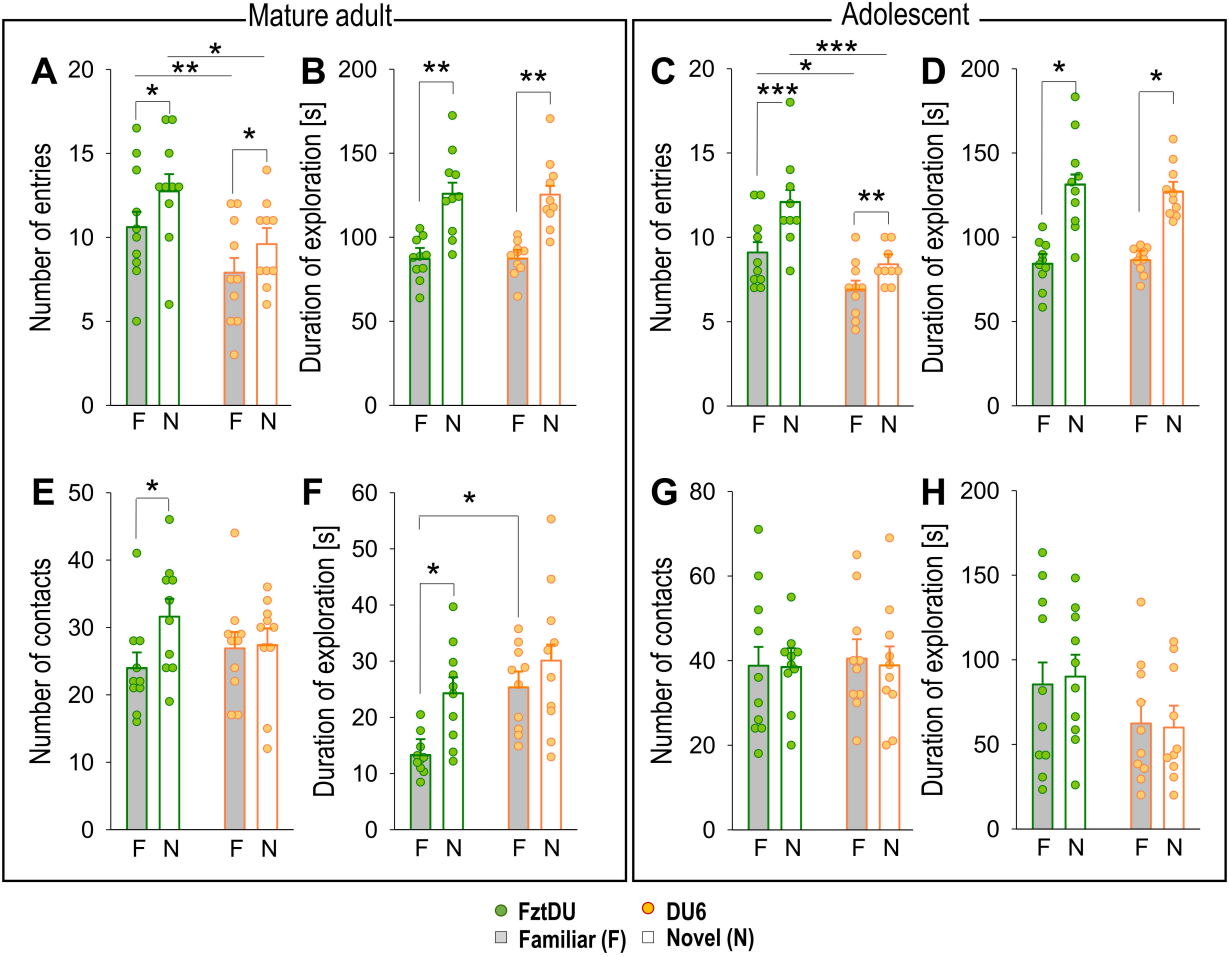
Spatial and object memory of mature adult and adolescent male FztDU and DU6 mice. The bar graphs compare exploratory behavior between two groups (FztDU, green; DU6, red) for mature adults (left panel) and adolescents (right panel). Data are shown as means ± SE for **(A, C)** number of entries into familiar arms (gray bars) versus novel arms (white bars) of the Y-maze, **(B, D)** duration of exploration of the Y-maze, **(E, G)** the number of contacts with a familiar object (gray bars) versus a novel object (white bars) in the NOR task, and **(F, H)** duration of exploration contacts with these objects in the NOR task. Statistical significance is indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001 (n=10 per mouse line; Tukey-Kramer test).

We also tested adolescent mice to match the age of the mice used in immune cell population analyses. Adolescent mice of both strains displayed the same preference for the novel arm over the familiar arm, entering the novel arms more frequently than the familiar ones (p < 0.01 in DU6 mice, p < 0.001 in FztDU mice; **Figure 2C**) and spending significantly more time in the novel arm (p < 0.01 in both lines; **Figure 2D**). Comparable to the mature adult mice, adolescent FztDU mice entered the familiar and the novel arms more often than the DU6 mice did (p < 0.05 for the familiar arms; p < 0.001 for the novel arms).

### 3.2 The behavior of DU6 mice in the NOR test differs from that of FztDU mice

#### 3.2.1 DU6 Mice are less active than FztDU mice

The training phase of the NOR task on day 2 allowed the general behavior of both mice lines to be studied in the empty experimental box, which lacked any objects to explore. The adolescent DU6 mice were generally less active than adolescent FztDU mice. The FztDU mice reared more often and longer than their DU6 counterparts in the 5-minute testing period. Concomitantly, FztDU mice dug more often and longer than DU6 mice (**Table 1**). There were no line differences in duration, the frequency of grooming, or the running duration. However, FztDU mice showed a shorter duration of inactivity than DU6 mice (**Table 1**). In the mature adult mice cohort, the line-dependent effects observed were qualitatively similar, although even more pronounced (**Table 1**).

#### 3.2.2 Object memory is impaired in DU6 mice

The second phase of the NOR test on the second day of testing focused on the general curiosity of mice from both lines towards novel objects and served the acquisition of object memory (**Figure 1D**).

We observed that the cohort of mature adult DU6 and FztDU mice preferred neither two novel objects nor the location of a particular object (data not shown). The objects were exchanged between mice to exclude any bias.

In the test phase of the NOR task on day 3, the cohort of mature adult FztDU mice made more and longer contact with a novel object than with the familiar object (known from the previous testing day) with p < 0.05. In contrast, mature adult DU6 mice approached both objects in a similar manner (**Figures 2E, F**), indicating an insufficient object memory. Apparently, this was not due to differences in locomotor behavior or motivation, as DU6 mice made a similar number of contacts to both familiar and novel objects as FztDU mice but spent more time exploring the familiar objects (p = 0.034). The same result was obtained by the DI, which is a relative measure that also takes into account variations in the animals’ overall activity. FztDU mice showed a higher DI (DI = 0.273 ± 0.053) than DU6 mice (DI = 0.059 ± 0.053; p < 0.05; see **Supplementary Figure S2**). The low DI in DU6 mice indicates a deficit in object memory.

To exclude the effects of aging on object memory, we tested adolescent mice of both lines. Surprisingly, the cohort of adolescent mice showed unexpected behavior. Based on the number of contacts and the duration of contact, neither line of mice was able to distinguish the novel object from the familiar object (**Figures 2G, H**). To rule out the possibility that the decisive differences in the examination of the new versus the familiar object occurred in the first minutes of the 10-minute test phase, we analyzed the 10 minutes individually (**Supplementary Figure S1**). But even so, no differences between the examination of the new and familiar objects were detectable in either FztDU or DU6 mice. The discrimination was close to zero for both FztDU (DI = 0.056 ± 0.106) and DU6 mice (DI = -0.009 ± 0.106), indicating that there was no preference for the novel object over the familiar one (**Supplementary Figure S2**).

### 3.3 DU6 mice do not display increased anxiety-like behavior

To ensure comparable test conditions for the two mouse strains, which differ significantly in size, we considered whether to test the FztDu in a maze with the same dimensions as the one used for DU6 mice. However, we had to account for the fact that the FztDU would have more lateral space in the wider maze (**Figure 1F**) than the DU6 mice in the same maze. As for the Y-maze, we, therefore, first compared mature adult mice to determine whether the additional space that FztDU mice have in the wider maze, compared to the standard-size maze (**Figure 1E**), influences their behavior. Indeed, there were differences: the FztDU mice in the wider maze entered the open arms more frequently than they did in the standard-size maze. Also, they spent less time in the center between the arms and performed fewer head dips into the open arms. The relative frequency of entering the open arms and the relative distance traveled in the open arms did not differ between the differently sized EPMs (**Table 2**). We conclude that the additional lateral space that the FztDU mice have in the large EPM reduces their reluctance to enter the open arms, as the width of the open arms does not pose a risk of falling.

**Table 2:** EPM behavior of male FztDU and DU6 mice. Mature adult FztDU mice were tested in the standard-size and wider mazes. Data are shown as LS means ± SE.

Behavior	FztDU (standard-size maze)	FztDU (wider maze)	DU6 (wider maze)	p-value (Tukey-Kramer test) FztDU (standard-size maze) vs. DU6 (wider maze)	p-value (Tukey-Kramer test) FztDU (wider maze) vs. DU6 (wider maze)	p-value (Tukey-Kramer test) FztDU (standard-size maze) vs. FztDU (wider maze)
Mature adult mice	n = 5	n = 5	n = 10			
Anxiety-like behavior						
Open arm entries (#)	**6.60 ± 1.15**	**12.00 ± 1.55**	6.40 ± 0.80	0.989	**<0.01**	**<0.05**
Time in open arms (s)	57.83 ± 21.55	116.57 ± 21.55	63.72 ± 15.24	0.973	0.142	0.161
Distance in open arms (cm)	269.00 ± 106.57	550.00 ± 106.57	256.50 ± 75.36	0.995	0.091	0.179
% Open arm entries	31.04 ± 7.59	44.97 ± 7.59	35.68 ± 5.37	0.873	0.587	0.415
% Time in open arms	19.28 ± 7.18	38.86 ± 7.18	21.24 ± 5.08	0.973	0.142	0.161
% Distance in open arms	31.24 ± 8.24	45.55 ± 8.24	29.76 ± 5.83	0.988	0.993	0.453
Locomotor behavior						
Closed arm entries (#)	**14.60 ± 1.71**	14.00 ± 1.67	**7.60 ± 0.87**	**<0.01**	**<0.01**	0.966
Distance in closed arms (cm)	569.00 ± 59.65	625.00 ± 59.65	417.00 ± 42.18	0.124	**<0.05**	0.787
Approach/avoid conflict						
Central position entries (#)	**20.60 ± 2.03**	25.80 ± 2.27	**13.80 ± 1.17**	**<0.05**	**<0.001**	0.233
Time in central position (s)	**136.40 ± 12.17**	**68.03 ± 12.17**	**69.77± 8.61**	**<0.001**	0.993	**<0.01**
Head dips	**25.60 ± 2.26**	**15.00 ± 1.73**	**14.80 ± 1.22**	**<0.001**	0.317	**<0.01**
Adolescent mice	n = 10		n = 10			
Anxiety-like behavior						
Open arm entries (#)	**12.90 ± 1.14**		**6.30 ± 0.79**	**<0.001**		
Time in open arms (s)	96.01 ± 17.93		94.17 ± 17.93	0.943		
Distance in open arms (cm)	512.00 ± 86.73		290.00 ± 86.73	0.087		
% Open arm entries	40.28 ± 6.08		38.05 ± 6.08	0.798		
% Time in open arms	32.00 ± 5.98		31.39 ± 5.98	0.943		
% Distance in open arms	40.61 ± 6.37		35.19 ± 6.37	0.555		
Locomotor behavior						
Closed arm entries (#)	**16.90 ± 1.30**		**7.60 ± 0.87**	**<0.001**		
Distance in closed arms (cm)	**652.50 ± 42.86**		**424.50 ± 42.86**	**<0.01**		
Approach/avoid conflict						
Central position entries (#)	**30.50 ± 1.75**		**14.40 ± 1.20**	**<0.001**		
Time in central position (s)	122.60 **±** 13.66		87.00 **±** 13.66	0.082		
Head dips (#)	**26.40 ± 1.62**		**14.60 ± 1.21**	**<0.001**		

#, number; s, duration (seconds). Bold numbers indicate significant differences between the mouse lines.

Assuming that comparable spatial conditions in the EPM are necessary for valid comparisons, we opted to test adolescent FztDU in the standard-size maze while DU6 mice were tested in the wider one. Under these conditions, DU6 mice did not exhibit more anxiety than FztDU mice; they entered the open arms just as often in relative terms, spent the same amount of time on the open arms in both relative and absolute terms, and covered the same distances there. This applies to adolescent and mature adult mice to the same extent. Only the absolute number of open-arm entries differs between the strains in adolescent mice, but not in mature adult mice (**Table 2**).

**Figure 3** shows the individual anxiety-related behavior of adolescent and mature adult DU6 mice in the wider EPM and FztDU mice in the standard-size EPM.

**Figure 3:**
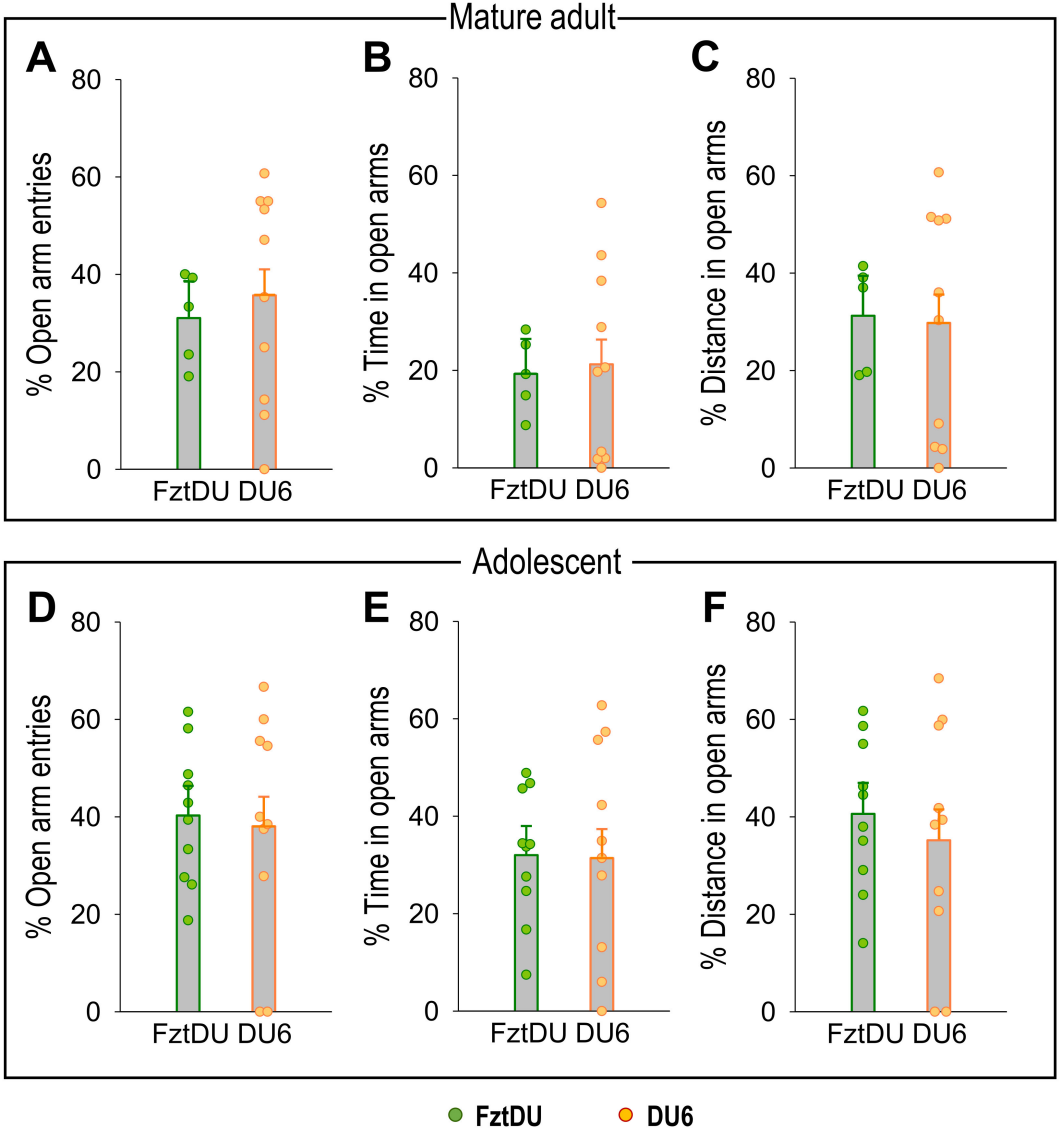
Anxiety-related behavior in the EPM for mature adult and adolescent male FztDU and DU6 mice. The graphs show the percentage of **(A, D)** open arm entries, **(B, E)** time spent in open arms, and **(C, F)** distance traveled in open arms for the two mouse lines FztDU (green) and DU6 (red). Data are presented separately for mature adult mice [upper panel: **(A–C)**] and adolescent mice [lower panel: **(D–F)**]. Data points represent individual mice, and bars represent the LS means and SE (n=10 per mouse line; Tukey-Kramer test).

### 3.4 DU6 mice show permanently elevated plasma corticosterone concentrations in adolescence

Our previous studies have established that EPM is a moderate psychological stressor for mice, inducing the release of corticosterone (40, 41). In this study, the EPM at 7 weeks of age more than doubled corticosterone levels of FztDU mice (FztDU control; means ± SE: 36.77 ± 10.08 ng/ml; stress (EPM): 105.52 ± 10.08 ng/ml; p < 0.001) (**Figure 4**). In contrast, corticosterone concentration in DU6 mice remained unchanged (DU6 control: 97.14 ± 11.98 ng/ml; stress (EPM): 93.01 ± 11.98 ng/ml). One thing worthy of note was that their baseline corticosterone levels were already more than twice as high as those of FztDU mice, and the moderate EPM-induced stress did not further upregulate corticosterone levels in DU6 mice. Interestingly, control DU6 mice do not show significantly elevated serum corticosterone concentrations compared to FztDU mice at 21 weeks of age (DU6: 43.17 ± 16.95 ng/ml; FztDU: 36.02 ± 14.26 ng/ml). The corticosterone concentrations of control DU6 mice at 21 weeks of age did not differ significantly from those of control DU6 mice or from those of stressed DU6 mice at 7 weeks of age.

**Figure 4:**
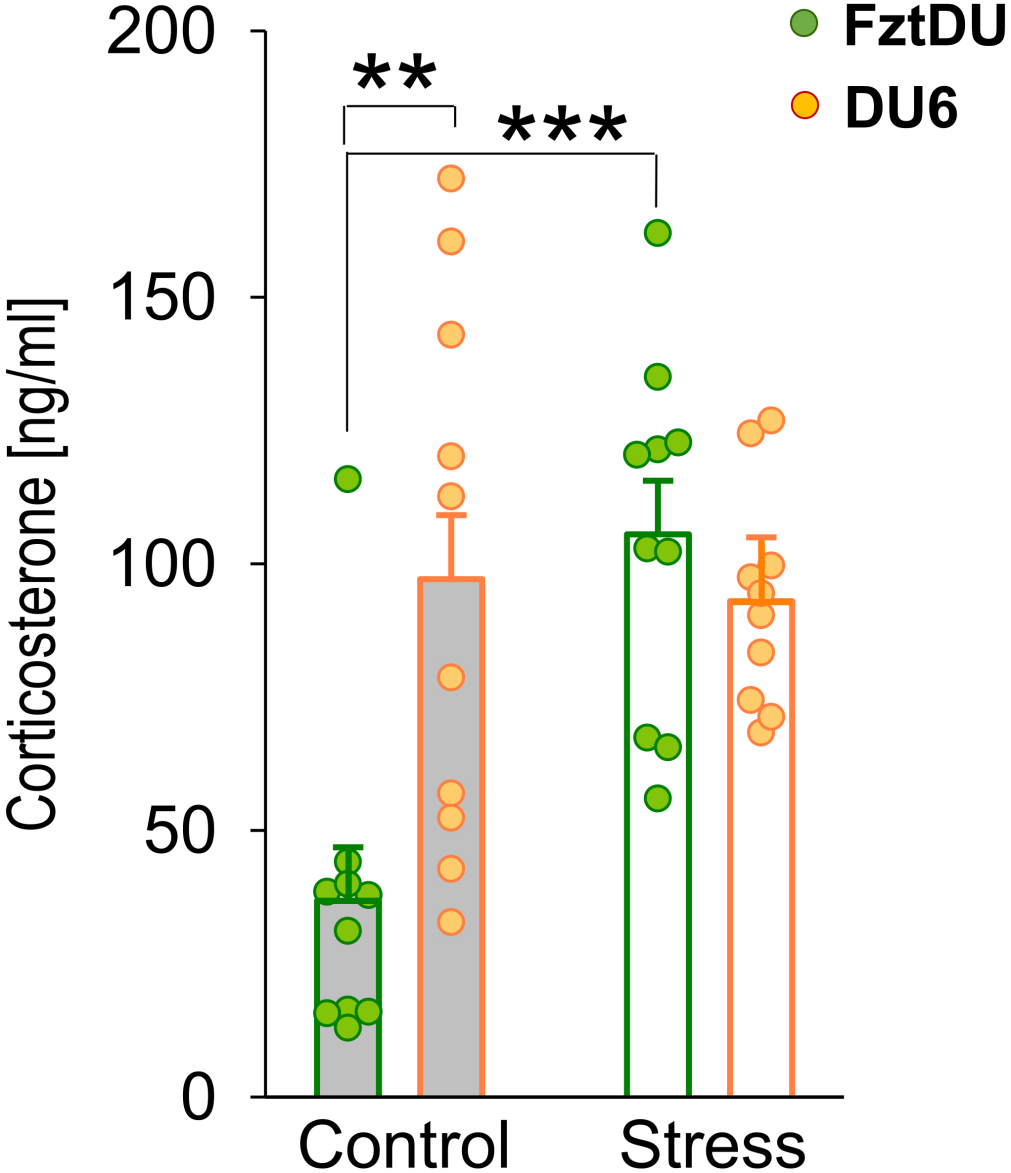
Corticosterone levels [ng/mL] in male FztDU (green bars) and DU6 mice (orange bars) under control and stress conditions. Bars represent the LS means and SE, with individual data points shown (**p < 0.01; ***p < 0.001; Tukey-Kramer test).

### 3.5 DU6 mice display altered immune cell populations and reduced T-cell activation when exposed to mitogen

Our flow cytometric analysis of splenic leukocytes from both mouse lines revealed a significantly higher percentage of Gr-1^+^CD11b^+^ myeloid-derived suppressor cells (MDSCs) in DU6 compared to FztDU mice (**Figure 5A**). Similarly, the Gr-1^-^CD11b^+^ macrophage population was significantly larger in DU6 mice than in their FztDU counterparts (**Figure 5B**). B220^+^ B cell frequencies are similar between lines in the control condition (**Figure 5C**), whereas the relative proportion of T cells was lower in DU6 mice than in FztDU mice (**Figures 5D–F**).

**Figure 5:**
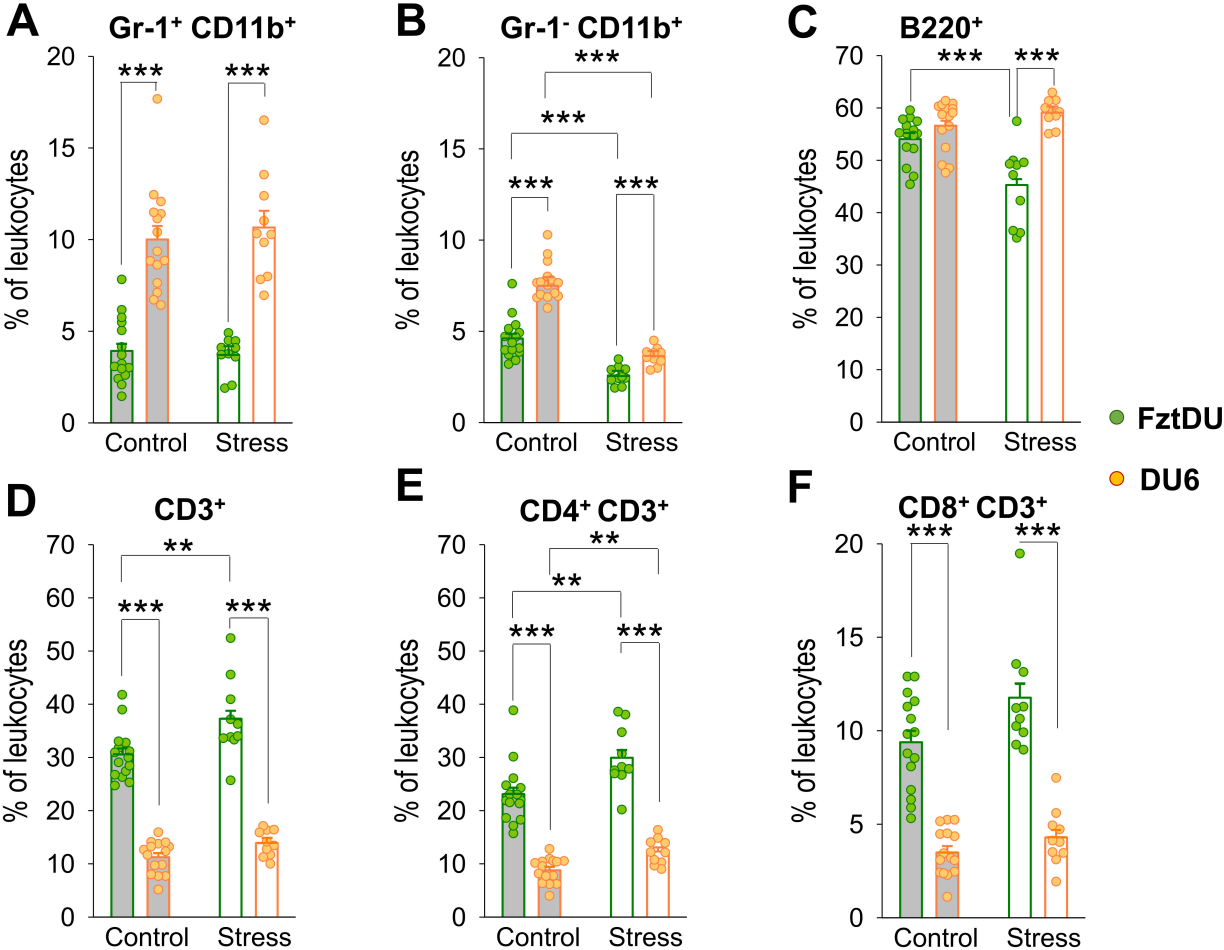
Leukocyte composition in male FztDU (green dots) and DU6 (orange dots) mice under control and stress conditions. Flow cytometric analysis was used to determine the proportion of **(A)** Gr-1^+^ CD11b^+^ cells, **(B)** Gr-1^-^ CD11b^+^ cells, **(C)** B220^+^ B cells, **(D)** CD3^+^ T cells, **(E)** CD4^+^ CD3^+^ T cells, and **(F)** CD8^+^ CD3^+^ T cells. Statistical significance is indicated as follows: **p < 0.01; ***p < 0.001. Data points represent individual mice, and bars represent the LS means and SE.

DU6 mice exposed to acute stress by the EPM displayed a reduced proportion of macrophages in the spleen, while the other leukocyte populations examined did not show significant changes. In contrast, acute stress resulted in a decreased proportion of B220^+^ B cells in FztDU mice but not in DU6 mice (**Figure 5C**) and an increased proportion of CD3^+^ T cells in FztDU mice, as reflected by a higher percentage of CD4^+^ T cells (**Figures 5D, E**) but also a reduced proportion of macrophages (**Figure 5B**) in both lines. With increasing age, the proportion of macrophages decreases in both FztDu and DU6 mice. Otherwise, the immune cell populations remain unchanged (**Supplementary Table S3**).

To assess whether T-cell activation is different between the two mouse lines in adolescence, we stimulated lymphocytes with the T-cell mitogen ConA and then stained them for the T-cell activation markers CD25 and CD69. The proportion of CD25-expressing CD4^+^ cells among all CD4^+^ cells was lower in DU6 than in FztDU mice following stimulation with ConA (**Figure 6A**). The pattern for CD69 expression showed differences: after ConA stimulation, both CD4^+^ and CD8^+^ cell populations from DU6 mice displayed a lower proportion of CD69^+^ cells than those from FztDU mice (**Figures 6C, D**).

**Figure 6:**
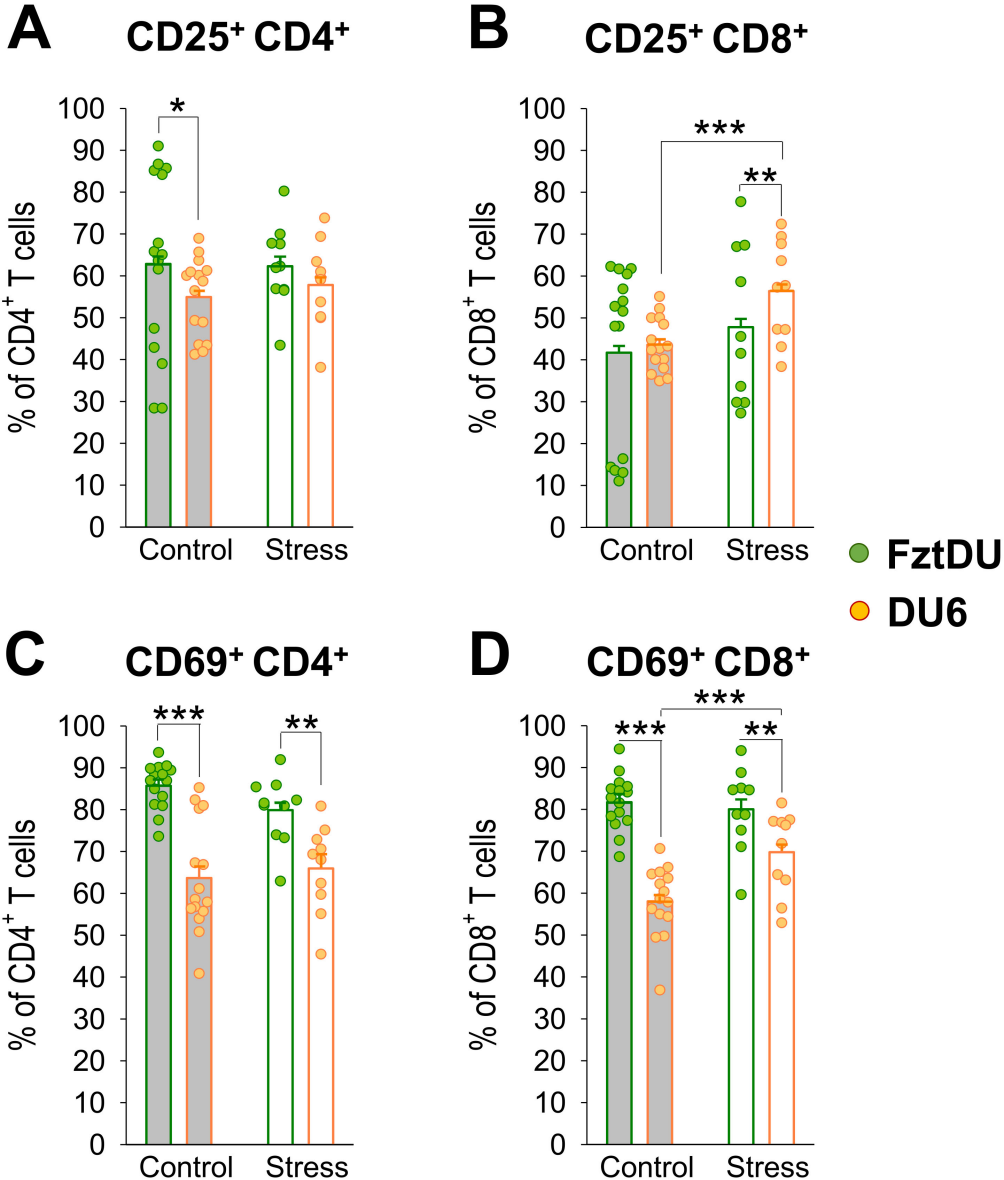
Activation of CD4^+^- and CD8^+^ T cells in male FztDU (green dots) and DU6 mice (orange dots) under control and stress conditions following stimulation with ConA. Flow cytometry was used to determine the proportions of **(A, C)** CD4^+^ T cells and **(B, D)** CD8^+^ T cells expressing activation markers, either **(A, B)** CD25^+^ or **(C, D)** CD69^+^. Statistical significance is indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001 (Tukey-Kramer test). Data points represent individual mice, and bars represent the LS means and SE.

Acute stress increased the proportion of CD25-expressing CD8^+^ cells in response to ConA stimulation in DU6 mice. Thus, DU6 mice displayed a higher proportion of CD25^+^CD8^+^ cells than FztDU mice after stress (**Figure 6B**). However, the actual number of CD25 expressing CD8^+^ cells did not increase due to stress while the number of CD25-negative CD8^+^ cells decreased (**Supplementary Table S4**). Similarly, the proportion of CD69-expressing cells increased in DU6 CD8^+^ cells after stress but was still lower than in FztDU mice (**Figure 6D**). However, the actual number of activated CD4^+^ and CD8^+^ cells in response to ConA stimulation was lower in DU6 mice than in FztDU mice (**Supplementary Table S4**). The increase in the proportion CD69-expressing CD8^+^ cells among CD8^+^ cells due to stress resulted from an unchanged number of CD69^+^CD8^+^ cells with a concomitant decrease in CD69^-^CD8^+^ cells in DU6 mice (**Supplementary Table S4**).

### 3.6 Peripheral inflammation is not detectable in DU6 mice

ELISA was used to quantify the concentrations of the proinflammatory cytokines TNF-α, IL-1β and IL-6 in the serum of both mice lines. The protein levels of all the cytokines selected were below the detection limit in adolescent and 21 week-old mice of both lines with the exception of one 21 week-old DU6 mouse who had 40.66 pg/ml IL-6 in the serum.

### 3.7 Transcriptomic profiling reveals a distinct signature in DU6 mice

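Hippocampal RNA of male DU6 mice, an outbred line bred for high body mass, and of male FztDU mice, the outbred control line, was measured on Clariom S Mouse arrays, with 5 mice per line and 1 mouse per array. The age of the mice is given as 11 weeks in the results, as 21 weeks in the methods and as 21 to 22 weeks in the sample labels. According to the methods, the authors imported the array intensities into the Transcriptome Analysis Console and normalized them by SST-RMA. They deposited log2 values of 22206 transcript clusters for each array, annotated on mm10. The median log2 value of an array lay between 5.47 and 5.52, and the number of arrays limits the precision of each difference. The authors also deposited a table of the comparison between the lines, in which 83.5% of the clusters are called expressed in DU6 and 82.9% in FztDU. The line averages of the authors' deposited table run from 2.07 to 19.77, whereas the values per array run from 1.01 to 12.79. Across all clusters, which are not independent replicates, the line differences of that table correlated with those computed from the arrays (Pearson r = 0.816). Over the 241 clusters with an absolute log2 difference over 1 in that table, the slope through the origin was 1.77. Choosing clusters by that table's difference can raise this slope. The paper's text does not name the step between the scales, and the values do not tell whether both tables hold SST-RMA values. The differences reported here, DU6 minus FztDU, come from the values per array. Each cluster was tested with limma (two-sided, Benjamini-Hochberg over all 22206 clusters) and called at the paper's threshold, an adjusted p under 0.05 and an absolute fold change over 2, with no filter on low values. Eef2, Rpl38 and Rplp0, the reference genes of the paper's qPCR, had log2 differences of -0.01, -0.13 and 0.07, and none passed the test.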

Using microarray technology, we analyzed transcriptional patterns in the hippocampus of 11-week-old DU6 and FztDU mice. The comparison of resulting transcriptomes revealed 75 genes with higher transcript levels (41%) and 110 genes with lower transcript levels (59%) in DU6 mice compared to FztDU individuals, with an absolute fold change of > 2 and a q-value of < 0.05 (**Figures 7A1, A2**). Among these, 15 of the higher-expressed genes and 31 of the lower-expressed genes were identified as features with a ‘Gm’ prefix, indicating that they were not assigned to a canonical gene symbol but represent, for instance, pseudogenes or antisense transcripts. 

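In DU6 mice, 4 transcript clusters were higher and 21 were lower than in FztDU mice, 25 of 22206 in all. Map2, which encodes a microtubule-associated protein of dendrites, rose from 9.24 ± 0.15 (SD, n = 5) in FztDU to 10.54 ± 0.25 (SD, n = 5) in DU6, a log2 difference of 1.30 (standard error 0.13, adjusted p = 0.000442 from limma). It lies on chromosome 1 from 66175273 to 66442583. Among the histocompatibility genes 2 clusters of class I heavy chains were higher, H2-K1 by 1.17 (adjusted p = 0.00581) and the cluster shared by H2-L and H2-D1 by 1.37 (adjusted p = 0.00301), whereas of the other 37 clusters with an H2 symbol 0 were called in limma (3 higher and 3 lower at an unadjusted p under 0.05). Pomt1, a protein O-mannosyltransferase, was higher by 1.01 (adjusted p = 0.0294). Of the 21 lower clusters, 14 are annotated to chromosome 4 or its unplaced sequences and 4 to chromosome 14. The other 3 were Upp2, Il12rb2, a subunit of the interleukin-12 receptor with a log2 difference of -1.02 (adjusted p = 0.00636), and Pdzd2, a protein with PDZ domains, named after its value was seen, with -1.01 (adjusted p = 0.00418). Pdzd2 and Pomt1 each had an absolute fold of 2.01, just over the threshold. In all 25 clusters the arrays of the lines did not overlap. Over all clusters, 272 (1.22%) had no overlap, where chance gives 0.794%. Without the fold threshold, 36 clusters changed at an adjusted p under 0.05, 8 higher and 28 lower, and at an unadjusted p under 0.05 with the fold threshold 51 passed, 20 higher and 31 lower. With the replicate number as a block in limma, 20 clusters passed, 3 higher and 17 lower; Il12rb2 (adjusted p = 0.0648), Pomt1 (0.105), LOC100861647 (0.105), 4930555G01Rik (0.156) and 1 Ccl19 cluster (0.0622) did not. Pomt1 no longer passed without DU6 replicate 1, 2, 3 or 4 or FztDU replicate 1, 2, 4 or 5, with an adjusted p of up to 0.105, and neither H2-K1 (log2 difference 1.06, adjusted p = 0.0580), nor the H2-L and H2-D1 cluster (1.24, adjusted p = 0.0701), nor Il12rb2 (-0.93, adjusted p = 0.175) passed without the 3 arrays in which choroid plexus genes were high, an alternative chosen after seeing the data that tests fewer arrays.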

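Among the 25 clusters called, 10 have a leading symbol with the Gm prefix, and all 10 were lower in DU6 mice. A large difference was at the cluster shared by Gm3893 and 4933409K07Rik, which fell from 9.65 ± 0.52 (SD, n = 5) in FztDU to 6.00 ± 0.32 (SD, n = 5) in DU6, a log2 difference of -3.65 (standard error 0.23, adjusted p = 9.31e-06 from limma). It lies on chromosome 4 from 41889795 to 42235604. Gm21968 and Gm10592 both differed by -3.41 (adjusted p = 5.87e-07), and their values were equal in all 10 arrays; the authors' deposited table calls neither of them, nor Gm3099, expressed in DU6, so that low signal limits their differences and no order by size is given among these clusters. Gm10600 differed by -3.09 (adjusted p = 0.000317), the cluster shared by Gm20878 and Gm13308 by -1.36 (adjusted p = 0.000108), and Gm13308 by -1.15 (adjusted p = 0.00229). The cluster shared by Gm2023 and Ccl19 is a further 1 of the 10. On chromosome 14, Gm8265 fell by 1.92 (adjusted p = 0.000151), Gm3099 by 1.59 (adjusted p = 0.00301) and Gm6356, named after its value was seen, by 1.29 (adjusted p = 0.000232). At an unadjusted p under 0.05 and the same fold threshold, 1 Gm cluster was higher, Gm21955 with a log2 difference of 1.17 and an adjusted p of 0.0956, also named after its value was seen, and 14 were lower. Counting clusters with equal values in all arrays once leaves 24 of the 25 called clusters.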

In DU6 mice, the highest transcript levels were observed for *Mid1* (midline-1; 12.7- to 15.9-fold increase) and *Gjb4* (gap junction protein beta 4; 10.9-fold increase) compared to FztDU mice. Conversely, the *Ccl19* gene (cc-motif chemokine ligand-19) was the most strongly expressed gene in FztDU mice, with a -3.2- to -22.2-fold change relative to the DU6 line (**Figures 7A2, B**).

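Mid1, an E3 ubiquitin ligase that binds microtubules, had higher mean values in DU6 mice at all 3 of its clusters, and none of them passed the threshold with all 10 arrays weighted equally. The Mid1 cluster on the X chromosome, from 169685199 to 170005736, had a log2 value of 8.74 ± 0.25 (SD, n = 5) in DU6 and 6.88 ± 0.95 (SD, n = 5) in FztDU. The difference was 1.86 (standard error 0.36, adjusted p = 0.0773 from limma; exact two-sided permutation test, p = 0.0159, where the smallest possible p is 0.00794). Both Mid1 clusters on the Y chromosome have equal values in all arrays, 8.64 ± 0.23 (SD, n = 5) in DU6 and 6.48 ± 1.25 (SD, n = 5) in FztDU, with a difference of 2.16 (adjusted p = 0.118; exact p = 0.0238). With array weights in limma, which keep all 10 arrays, the X chromosome cluster passed, with a difference of 1.94 (adjusted p = 0.0428). For Mid1, 1 array lay at the level of the other line: FztDU replicate 1 had 8.48 at the Mid1 cluster of the X chromosome, whereas the other FztDU arrays lay between 5.98 and 6.82. Without FztDU replicate 1 the Mid1 differences were 2.27 and 2.68, each with an adjusted p of 0.000212. That array was the one that stood out for this gene, so the smaller p is not independent evidence of a line difference.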

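Ccl19, a chemokine that guides T cells and dendritic cells through the receptor Ccr7, was lower in DU6 mice at all 6 clusters that carry its symbol. The largest difference was at the cluster on chromosome 4 from 42629332 to 42631714, which fell from 7.01 ± 0.36 (SD, n = 5) in FztDU to 4.74 ± 0.28 (SD, n = 5) in DU6, a log2 difference of -2.27 (standard error 0.18, adjusted p = 9.57e-05 from limma). The cluster from 42131994 to 42134376 differed by -2.02 (adjusted p = 0.000210) and the one shared with Gm2023 by -2.03 (adjusted p = 0.000356). The cluster from 42754525 to 42756577 differed by -1.46 (adjusted p = 0.00301), a value limited by low signal, since the authors' deposited table does not call this cluster expressed in DU6. Ccr7 had a log2 difference of -0.03, and the clusters that carry the symbols of the chemokines Ccl21a, Ccl21b and Ccl21c, shared with Gm symbols, differed by -0.29 to 0.01, all 4 genes being named after their values were seen and none passing the test. Of the called Ccl19 clusters, 4 lie in a stretch of chromosome 4 from 41791784 to 42756577, and the others on unplaced sequences of this chromosome. The stretch holds 30 clusters, none with a gene symbol of its own outside the Gm and LOC prefixes, of which 10 were called, all lower in DU6, whereas 8 lay above 0, up to 1.17 for Gm21955. In the 1 Mb on either side, 65 clusters had a median log2 difference of 0.01, from -0.96 to 0.56, and 0 passed an adjusted p of 0.05 in limma (2 higher and 5 lower at an unadjusted p under 0.05). With the replicate number as a block in limma, the Ccl19 cluster from 42754525 to 42756577 no longer passed (adjusted p = 0.0622).

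**Figure D1:**
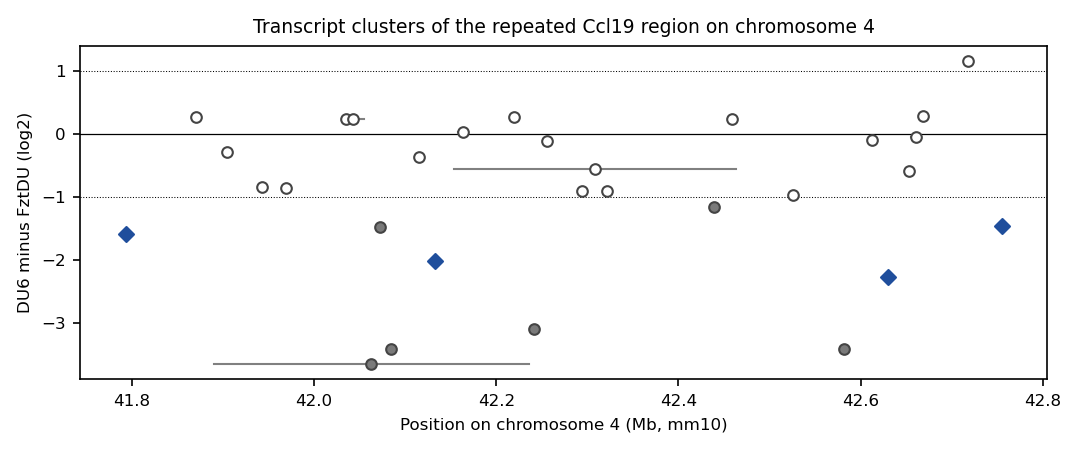
Log2 difference between DU6 and FztDU mice of each transcript cluster along chromosome 4 (position in Mb, mm10). Diamonds are Ccl19 clusters, circles are other clusters, filled symbols are clusters called at the study threshold, and dotted lines mark log2 differences of 1 and -1. The 10 called clusters lie between 41791784 and 42756577 and are all lower in DU6.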

Additionally, genes such as *Gabrg3* (gamma-aminobutyric acid A receptor, subunit gamma 3) and *Cxcl13* (chemokine ligand 13) exhibited at least a five-fold increased expression in DU6 versus FztDU mice, while *Upp2* (uridine phosphorylase 2), *Zfp125* (zinc finger protein 125), *Rnf25* (ring finger protein 25), and *Aldh1a1* (aldehyde dehydrogenase family 1, subfamily A1) showed similarly elevated expression in FztDU mice compared to their DU6 conspecifics (**Figure 7B**). 

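Of the genes named here, Upp2, which cleaves uridine in pyrimidine salvage, passed the test with all 10 arrays. It fell from 5.26 ± 0.29 (SD, n = 5) in FztDU to 4.00 ± 0.16 (SD, n = 5) in DU6, a log2 difference of -1.26 (standard error 0.14, adjusted p = 0.00127 from limma), and lies on chromosome 2 from 58567298 to 58792971. Cxcl13, a chemokine that attracts B cells, had the largest positive difference of all clusters, with 6.48 ± 1.46 (SD, n = 5) in DU6 and 3.75 ± 0.41 (SD, n = 5) in FztDU, a difference of 2.73 (standard error 0.55, adjusted p = 0.0926). Every DU6 array lay above every FztDU array for Cxcl13 (exact two-sided permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). Gabrg3, a subunit of the GABA-A receptor, differed by 1.49 (adjusted p = 0.300; exact p = 0.0159). Zfp125 differed by -1.82 (adjusted p = 0.122; exact p = 0.0317), Rnf25, a ubiquitin ligase, by -1.09 (adjusted p = 0.161; exact p = 0.0317), and Aldh1a1, which makes retinoic acid from retinal, by -1.30 (adjusted p = 0.368; exact p = 0.0476). A single array stood at the level of the other line for 3 of these genes. Without FztDU replicate 4, at 2.96, the difference of Zfp125 was -2.27 (adjusted p = 0.000143). Rnf25 differed by -1.37 (adjusted p = 0.000284) without FztDU replicate 5, at 7.88, an array with high choroid plexus genes. Aldh1a1 differed by -1.73 (adjusted p = 0.000140) without DU6 replicate 2, at 8.39, the array with high cerebellar genes. Cxcl13 was highest in DU6 replicate 5, at 8.97, an array with high choroid plexus genes, and without it differed by 2.11 (adjusted p = 0.00418). Each array left out here stood out for the gene in question, so the smaller p is not independent evidence of a line difference.

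**Figure D2:**
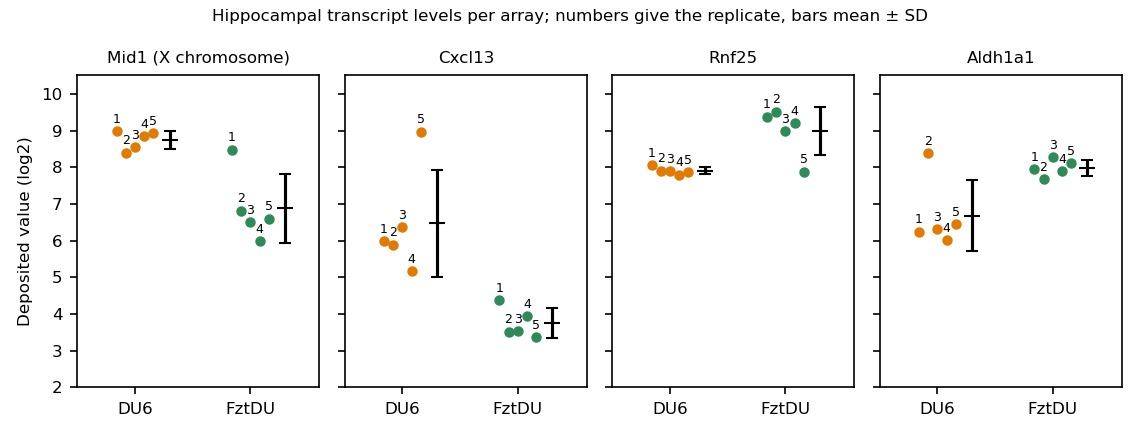
Log2 values of Mid1 (X chromosome cluster), Cxcl13, Rnf25 and Aldh1a1 in each array of DU6 and FztDU mice, with the replicate number beside each point and bars for the mean ± SD of 5 arrays. FztDU replicate 1 for Mid1 (8.48), FztDU replicate 5 for Rnf25 (7.88) and DU6 replicate 2 for Aldh1a1 (8.39) lie at the level of the other line.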

A targeted search of the expression values for distinct markers including *Cd11b* and *Cd68* (encoding surface markers of macrophages/microglia), *Gfap* (encoding a marker for astrocyte activation), and *Nr3c1* (encoding the glucocorticoid receptor) and *Tnf*, *Il1b*, *Il6, and Il4, Il10 and Tgfb* (encoding the proinflammatory cytokines TNF-α, IL-1β and IL-6 and the antiinflammatory cytokines IL-4 and IL-10 and TGF-β) confirmed similar regulation in the hippocampus of DU6 and FztDU mice and did not indicate neuroinflammation or antiinflammatory activity (**Supplementary Table S5**).

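None of the markers searched here passed the test for a difference between the lines at an adjusted p under 0.05. Itgam, which encodes the microglial surface protein CD11b, had 6.43 ± 0.39 (SD, n = 5) in DU6 and 6.86 ± 0.08 (SD, n = 5) in FztDU, a log2 difference of -0.43 (95% confidence interval from -0.79 to -0.08, adjusted p = 0.706 from limma; exact two-sided permutation test, p = 0.0159). Cd68 of the same cells differed by 0.25 (adjusted p = 0.852; exact p = 0.0635). Gfap, an intermediate filament of astrocytes, differed by 0.04 (interval from -0.22 to 0.30; exact p = 0.770), and Nr3c1 by 0.05 (interval from -0.24 to 0.33; exact p = 0.730). Among the proinflammatory cytokines, Tnf differed by 0.04 (exact p = 0.817), Il1b by 0.13 (exact p = 0.357) and Il6 by -0.17 (exact p = 0.167). Among the antiinflammatory ones, Il4 differed by 0.13 (exact p = 0.460), Il10 by -0.12 (exact p = 0.468), Il13 by 0.08 (exact p = 0.683) and Tgfb1 by -0.04 (exact p = 0.627). Mc4r, the melanocortin receptor that is also in Supplementary Table S5, differed by -0.54 (adjusted p = 0.389; exact p = 0.0238). Of the 12 clusters of that table, 0 passed in limma over all clusters. Adjusted over the list alone 1 was lower, Mc4r, and 2 were lower at an unadjusted p under 0.05, Mc4r and Itgam; the study chose the genes, so these counts are not independent evidence. The authors' deposited table calls Tnf, Il4 and Il6 expressed in neither line. In Supplementary Table S5 the cluster identifiers of Il4 and Il10 stand against each other's symbol in the array annotation, and the values given here follow the annotation.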

The expression levels of the three most prominently differentially regulated genes between mouse lines (*Mid1*, *Gjb4, Ccl19*) were quantified by qPCR in hippocampal samples (**Figure 7C**), confirming the significant differences between the two mouse lines observed in the microarray analysis. A similar expression pattern was also detected in the hypothalamus for these three genes (**Figure 7D**). In abdominal fat tissue, a significantly different expression was detectable only for *Ccl19* (**Figure 7E**).

**Figure 7:**
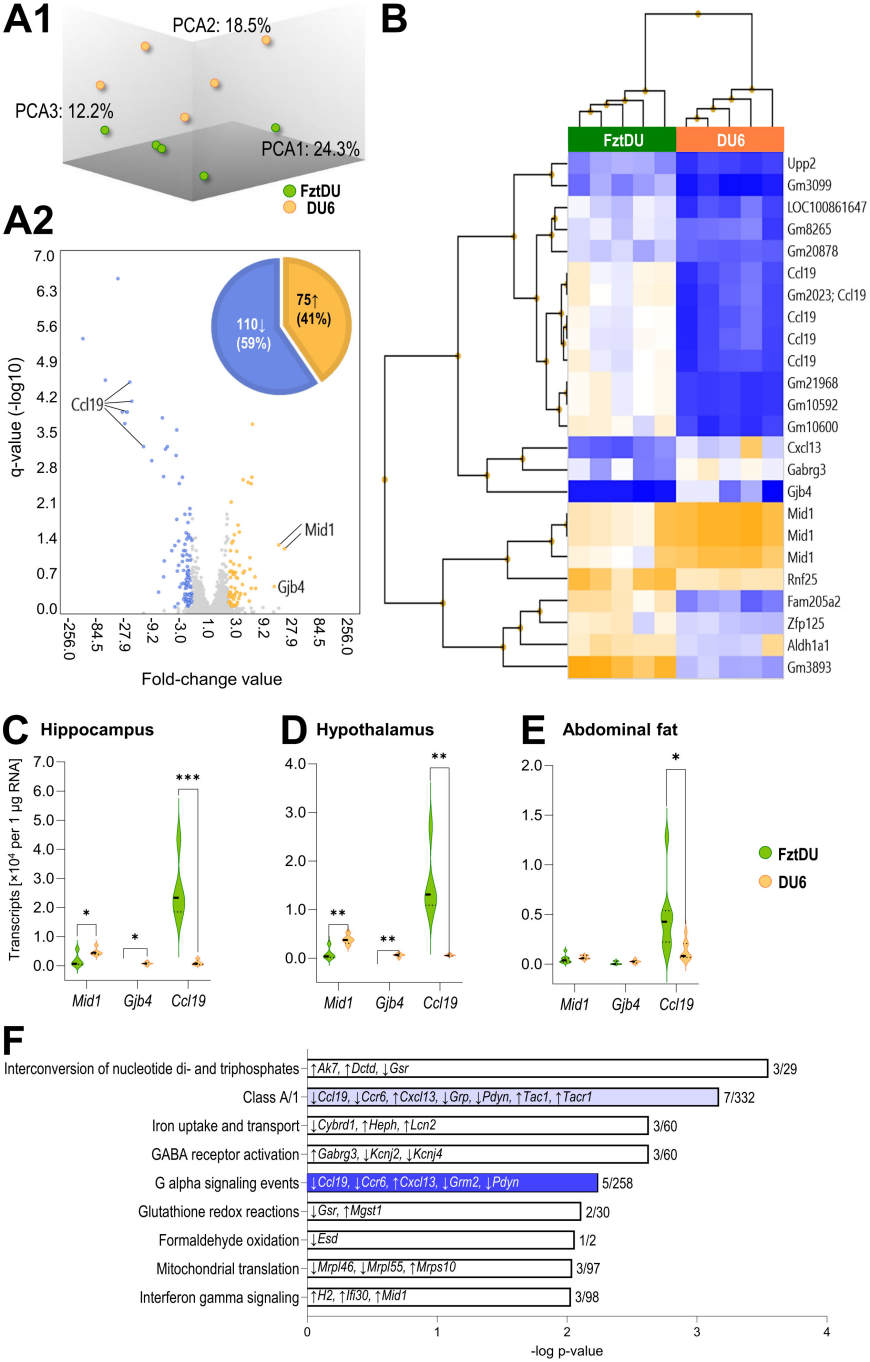
Microarray-based analysis of gene expression in hippocampus of male DU6 and FztDU mice. **(A1)** Principal Component Analysis (PCA) mapping the gene expression in DU6 (orange spheres) and FztDU (green spheres) mice (n = 5 per line). Note that the first three principal components (PCA1, PCA2, and PCA3) account for 55% of the variance in the dataset indicating a moderate separation of both datasets. **(A2)** Volcano plot illustrating the differentially expressed genes between DU6 and FztDU. Fold change (FC) values are shown on the abscissa, and the negative logarithm of q-values is displayed on the ordinate. Annotated genes with an absolute FC >10, including *Ccl19*, *Mid1*, and *Gjb4*, are labeled. The accompanying pie chart summarizes the distribution of genes higher (orange) and lower (blue) expressed in DU6 versus FztDU mice. **(B)** Heatmap with hierarchical clustering of DEGs with an absolute FC > 5 between DU6 and FztDU. Rows represent gene symbols and Gm features; columns correspond to individual samples. Expression levels are color-coded, with blue indicating lower gene expression and orange a higher expression. **(C–E)** Validation of the transcript abundance of selected genes in **(C)** the hippocampus, **(D)** hypothalamus, and **(E)** abdominal fat tissue of DU6 and FztDU mouse strains. Violin plots represent the distribution of normalized transcript levels (per 1 µg of RNA) for *Mid1*, *Gjb4*, and *Ccl19* in DU6 (orange bars) and FztDU (green). Individual data points are represented by dots within the violins. Statistical significance was assessed using Student’s t-test (*p < 0.05; ***p < 0.01; ***p < 0.001). **(F)** Significantly enriched canonical pathways (q < 0.01) in DU6 mice compared to FztDU mice. Pathways are listed on the ordinate, with bar lengths representing the negative log of the p-value. Each bar displays the genes upregulated (↑) or downregulated (↓) within the respective pathway. The ratio of regulated genes to the total number of genes in the pathway is indicated at the end of each bar. Light blue and dark blue bars represent pathways with negative z-scores. Created in BioRender. Gimsa, U. (2025) https://BioRender.com/f80x0rn.

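The first 3 principal components held 24.7%, 16.4% and 13.9% of the variance of the log2 values, 55.0% together. Component 1 did not part the lines (exact two-sided permutation test of the scores, p = 0.730, adjusted over the 3 components p = 0.730). Component 2 had an exact p of 0.0238 (adjusted p = 0.0714) and component 3 an exact p of 0.325 (adjusted p = 0.488). DU6 replicate 2 had a score of 49.1 on component 1, apart from the other 9 arrays. Genes of the cerebellum were high in this array, where the mean of the cerebellar genes lay 2.81 above the mean of all arrays on the log2 scale, against -0.42 to -0.18 in the other 9. Gabra6, a GABA-A receptor subunit of cerebellar granule cells, had 11.11 in DU6 replicate 2 and a mean of 2.38 (SD 0.19, n = 9) in the other arrays, and Cbln1, Car8, Pcp2 and Cbln3 had 10.98, 10.92, 10.12 and 10.51 in it. Markers of the choroid plexus, which secretes cerebrospinal fluid, were high in DU6 replicates 1 and 5 and FztDU replicate 5, with means of 2.09, 1.92 and 1.65, against -1.18 to -0.27 in the other 7 arrays. Ttr, the transthyretin that the choroid plexus secretes, had 12.35, 12.27 and 12.30 in these arrays. The choroid plexus markers Kcnj13, Folr1 and Clic6 were among the leading genes of component 2, beside the chromosome 4 clusters of Gm3893 and Gm10600. DU6 replicates 5 and 1 had its lowest scores, -31.9 and -15.7. Its scores therefore do not part the line from this tissue. Component 3 was led by Kcnj13, Ttr and Folr1. The cerebellar genes were listed after the data were examined. Without DU6 replicate 1 or DU6 replicate 3, the smallest adjusted p of a line difference over the components was 0.0476 or 0.0238.

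**Figure D3:**
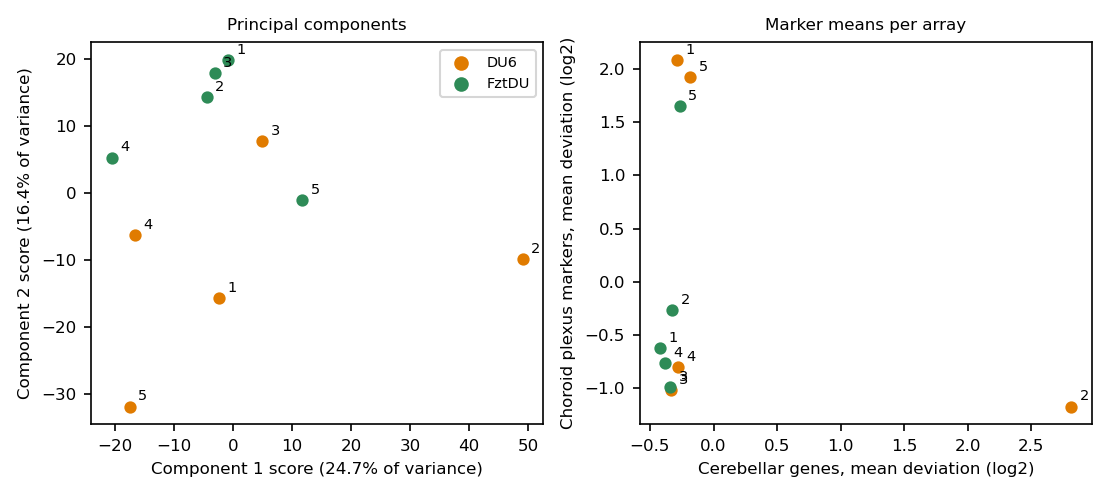
Scores of each array on components 1 and 2 (left), and the mean deviation of cerebellar genes against that of choroid plexus markers on the log2 scale (right), for the 5 DU6 and 5 FztDU mice. DU6 replicate 2 stands apart with a score of 49.1 on component 1 and a cerebellar mean of 2.81, and DU6 replicates 1 and 5 and FztDU replicate 5 have choroid plexus means of 1.65 or more.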

The identified differentially regulated genes were assigned to nine pathways, with a corrected p-value of less than 0.01 (**Figure 7F**). These pathways contribute to energy supply and metabolism (*glutathione redox reactions*, *formaldehyde oxidation*, *iron uptake and transport*, *interconversion of nucleotide di- and triphosphates*, *and mitochondrial translation*), sensory processing and signal transmission (*class A/1 [rhodopsin-like receptors*], *GABA receptor activation*, *G alpha signaling events*), and immunity (*interferon gamma signaling*). 

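Among the genes of the metabolic pathways, Esd, the S-formylglutathione hydrolase of formaldehyde oxidation, was lower in DU6 mice, at 6.43 ± 0.10 (SD, n = 5) against 7.07 ± 0.17 (SD, n = 5) in FztDU, a log2 difference of -0.64 (standard error 0.10, adjusted p = 0.0249 from limma). The other named members did not pass the test. Gsr, glutathione reductase, differed by -0.60 (adjusted p = 0.346) and Mgst1, a glutathione transferase, by 0.75 (adjusted p = 0.450). In iron uptake, Cybrd1 differed by -0.62 (adjusted p = 0.549), Heph by 0.67 (adjusted p = 0.318) and Lcn2 by 1.49 (adjusted p = 0.657), Lcn2 being highest in DU6 replicate 5 at 6.82. Ak7 and Dctd, of nucleotide interconversion, differed by 0.90 and 0.81, and the mitochondrial ribosomal proteins Mrps10, Mrpl55 and Mrpl46 by 0.62 (adjusted p = 0.0728), -0.52 and -0.32. Of the 31 clusters of the genes in Figure 7F, 7 were lower and 0 higher over all clusters, 6 of Ccl19 and 1 of Esd; adjusted over the list alone, and also at an unadjusted p under 0.05, 14 were higher and 16 lower, and since the study chose the list on these samples this is not independent evidence. In lists fixed before the data were examined, 1 of 29 clusters of glutathione and redox genes was lower, Esd (1 higher and 2 lower adjusted over the list alone; 1 higher and 3 lower at an unadjusted p under 0.05), 0 of 75 of mitochondrial ribosomal proteins changed (1 higher adjusted over the list alone; 4 higher and 3 lower at an unadjusted p under 0.05) and 0 of 18 of iron handling genes (1 higher adjusted over the list alone; 3 higher and 1 lower at an unadjusted p under 0.05). None of these 3 lists moved against other genes by camera (adjusted p = 0.677, 0.663 and 0.492). The lists also hold the genes of Figure 7F named above, apart from Ak7 and Dctd, so their counts are not independent of the study's choice. Esd no longer passed without DU6 replicate 1, 2, 3 or 4 or FztDU replicate 1, 3 or 5, with an adjusted p of up to 0.0963, or with the replicate number as a block (adjusted p = 0.128).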

As expected, some of the most strongly regulated genes in DU6 mice are also involved in the pathways mentioned above, including *Ccl19* and *Cxcl13* (*class A/1* and *G alpha signaling events*), *Mid1* (*interferon gamma signaling*), and *Gabrg3* (*GABA receptor activation*).

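In the chemokine group, 5 of 61 clusters were lower and 0 higher, all 5 of them Ccl19 clusters; adjusted over the list alone 6 were lower and 1 higher, Cxcl13, and at an unadjusted p under 0.05 8 were lower and 6 higher. The median log2 difference of the group was 0.03 and its mean -0.07, so they differ in sign, and the list did not move against other genes by camera (adjusted p = 0.603). Ccr6, the receptor of Ccl20, differed by -0.81 (adjusted p = 0.0728). Of 23 clusters of GABA system genes 0 passed over all clusters (1 higher adjusted over the list alone, and 1 higher at an unadjusted p under 0.05, Gabrg3), with a median of -0.03 and a mean of 0.15 (camera adjusted p = 0.603). Gabra6, an abundant transcript of the cerebellum, had the largest difference of this group, 1.90, with high values in DU6 replicate 2 alone. Among the neuropeptide genes of Figure 7F, Tac1, which encodes substance P, differed by 0.99 (adjusted p = 0.0924), its receptor Tacr1 by 0.55 (adjusted p = 0.389), Pdyn by -0.64 (adjusted p = 0.657) and the cluster shared by Grp and Rax by -0.84 (adjusted p = 0.252). Grm2, a metabotropic glutamate receptor, differed by -0.64 (adjusted p = 0.122), and the potassium channels Kcnj2 and Kcnj4 by -0.59 and -0.55. Of 27 clusters of neuropeptides and their receptors, 0 passed (1 higher adjusted over the list alone; 2 higher and 3 lower at an unadjusted p under 0.05; camera adjusted p = 0.878). Of 40 clusters of interferon response genes, 1 was higher, H2-K1 (2 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.109, and 0.0448 without DU6 replicate 3, but 0.565 with an estimated correlation and all arrays); H2-D1, also on the list, is measured in the cluster shared with H2-L, which was higher by 1.37 (adjusted p = 0.00301) and is not counted. Bst2, an antiviral membrane protein, differed by -0.88 (adjusted p = 0.200) and Ifi30, a lysosomal thiol reductase, by 0.77 (adjusted p = 0.318). The lists counted here also hold genes of Figure 7F, among them Ccl19, Cxcl13, Ccr6, Gabrg3, Tac1, Tacr1, Pdyn and Ifi30. Their counts are therefore not independent of the study's choice.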

## 4 Discussion

The present study focuses on the DU6 mouse line as a polygenic model for obesity. While both male and female DU6 mice are obese, we focused on male mice in this study. Obesity is associated not only with physiological changes but also with behavioral and emotional state alterations. Research in rodent models (20–22, 33) and studies in humans (13, 14, 42–45) have linked obesity to impaired cognitive function and increased anxiety. We therefore investigated spatial and object memory as well as anxiety-like behavior in DU6 mice compared to FztDU mice. The Y-maze provides insights into the spatial orientation of test mice, while the NOR task is used to assess object memory. While the Y-maze is typically considered a hippocampus-dependent task, the NOR task is considered at least partially hippocampus-independent (46–48). A study in rats demonstrated that the lateral entorhinal cortex, a crucial afferent of the hippocampus, plays a vital role in novel object recognition (49). Additionally, the EPM was used to assess the conflict between exploratory drive and the innate fear of open spaces, a behavior influenced by hippocampal function (50).

Behavioral testing using the Y-maze with an inter-test interval of 30 min revealed that DU6 mice possess intact spatial memory. In contrast, other studies in mice have demonstrated impaired spatial memory in the Y-maze (27, 28, 51). Both Dinel et al. and Andre et al. used an inter-trial interval of 30 min, as we did (27, 28), while a study in rats showed impaired spatial memory in the radial arm maze but not the Y-maze in a test with a 4-h inter-trial interval (52). All of these studies found signs of hippocampal inflammation, such as microgliosis and elevated levels of proinflammatory cytokines, which the authors attributed to cognitive decline. This may explain our deviating data, as DU6 mice did not show any sign of systemic or neuroinflammation.

Despite the absence of inflammation, recognition memory was impaired in mature adult DU6 mice, as determined by the NOR test. This test is based on the behavioral tendency of rodents to seek out and explore novel objects. Depending on the inter-test interval, either the short-term memory is tested for retention times of up to 1 h or the long-term memory after 24 h. Impaired object recognition memory was also found in other rodent studies. A study of diet-induced obesity in rats found impaired object memory after 1 h retention time (52). Studies of monogenetic obesity in *db*/*db* mice either found impaired object memory after 30 min retention time (27) or did not find any after 30 min or 24 h retention time (51). In contrast, a study of monogenetic obesity in melanocortin-4 receptor-deficient mice found impaired object memory after 24 h but not after 1 h retention time (27).

Surprisingly, adolescent mice of both FztDU and DU6 mouse lines did not successfully complete the NOR task. It is possible that the mouse lines we used were too developmentally immature at this age to memorize the object for 24 h. Alternatively, they may have recognized the object as familiar but needed to examine it for changes after such a long period of time. The fact that the juvenile mice examined the objects more frequently and for longer than the adult mice suggests that this behavior is due to an increased exploratory drive in young animals. A study comparing different mouse strains at 4 months of age found a significant decline in performance from 1 h to 24 h retention time, with some strains not discriminating novel and familiar objects 24 h after their first encounter (53). Accordingly, by choosing a retention time of 24 h, we set a high threshold that requires a good long-term memory. Perhaps we would not have found any differences between the mouse lines with a retention time of 1 h, but we would have possibly found object recognition after 1 h in the adolescent mice. Ideally, we should have tested different inter-test intervals but this would have required more mice. Future studies should be performed with a shorter inter-test interval.

Activity levels in the open arms of the EPM are commonly used as an indicator of individual anxiety. As the DU6 mice generally showed less activity than the FztDU mice, we had to take this into account in our analyses. In fact, the DU6 mice entered the open arms less frequently than the FztDU mice, but they also entered the closed arms less often than the FztDU mice. Consequently, anxiety behavior can only be assessed by calculating the percentage of entries into the open arms relative to all arm entries. The same applies to the distances traveled within the open arms and the time spent in the open arms. We conclude from these relative values that the DU6 mice were not more anxious than the FztDU mice. The behaviors resulting from the conflict of exploring unknown territory, such as the open arms while avoiding open terrain, measured here as head dips into the open arms and the percentage of time spent in the central position, can be interpreted as behaviors of increased caution (40). In our study, DU6 mice exhibit reduced head dips and a lower percentage of time in the central position compared to FztDU mice. However, DU6 mice left the closed arms less frequently than FztDU mice, meaning that they did not pass the central position as often as FztDU mice. This reduced approach/avoidance conflict behavior is more likely evidence of the generally lower activity of the DU6 mice than of reduced caution.

We also learned that the size of the maze in relation to body size has an influence on anxiety-related behavior from our experiment with different-sized EPM devices. An EPM with relatively wide-open arms in relation to the body size of the mice seems to pose a less perceived danger. At least the risk of falling is markedly lower with wider arms. In other studies, the same EPM was used for normal and obese mice. Andre et al. used an 8 cm wide EPM for mice fed either with standard chow or a Western diet (28). Dinel et al. used an 8 cm wide EPM for *db*/*db* and *db*/+ mice (27). Nevertheless, the sizes of obese and control mice in these studies did not differ as much as they did in our study (27, 28).

In general, reduced locomotor activity in exploratory tasks could be misinterpreted as increased anxiety or impaired memory. Size and weight differences complicate the comparison of mouse lines. Therefore, it is crucial to consider all parameters that can be influenced by reduced locomotor activity. In our experiments, we found reduced locomotor activity in DU6 mice. Nonetheless, by interpreting the EPM data based on the relative time spent in the open arms and the relative number of entries into the open arms in relation to entries into open and closed arms, we can distinguish whether only activity or anxiety is affected. In the NOR task, DU6 mice showed a longer duration of inactivity but no difference in running time compared to FztDU mice. When exploring the familiar or novel object, there were no significant differences in exploration of the novel object, indicating that the lack of discrimination between the novel and familiar objects cannot be attributed to reduced locomotor activity.

Obesity is generally characterized by a significant infiltration of adipose tissue by inflammatory cells, contributing to a low-grade systemic inflammatory state (54, 55). This condition is characterized by the excessive secretion of proinflammatory cytokines into the circulation (55), coupled with a reduction in the synthesis of anti-inflammatory adipokines, such as adiponectin. This imbalance fosters a proinflammatory environment, which is further exacerbated by the recruitment of macrophages that amplify the release of cytokines such as TNF-α, IL-6, and IL-1β. In contrast, we did not detect any of the proinflammatory cytokines TNF-α, IL-6 or IL-1β in the serum of seven-week-old DU6 mice. This is in contrast to the findings of Müller-Eigner and colleagues (31), who reported elevated plasma levels of TNF-α and IL-6 in DU6 mice at 16 to 17 weeks of age using an electrochemiluminescence multiplexed assay system. This contradiction can be explained by the fact that the increased inflammation values may manifest in older mice. Moreover, the TNF-α values reported by Müller-Eigner and colleagues (31) are not significantly above the detection limit of the ELISA that we used. A study in *db*/*db* mice at 10-12 weeks of age showed that the values in DU6 mice are not extremely high compared to other obesity models, with TNF-α values approximately twice as high and IL-6 concentrations more than three times higher (27). The study in *db*/*db* mice also showed significantly increased IL-1β concentrations, well above the detection limit of our ELISA (27). However, our transcriptomic analyses of abdominal fat and brain tissue also revealed no evidence of systemic inflammation or neuroinflammation in DU6 mice.

According to Müller-Eigner and colleagues, DU6 mice do not exhibit metabolically healthy obesity, as they have high triglyceride levels, high LDL and HDL cholesterol levels, poor insulin regulation, and low chronic inflammation, along with a greatly reduced life expectancy (31). Strikingly, the DU6 mouse line does not develop diabetes. Of note, fasting glucose levels are not elevated; however, the DU6 mice exhibit impaired glucose clearance in a glucose tolerance test at 10-11 weeks of age, but not at 19-20 weeks of age. This suggests a counter-regulatory mechanism that protects DU6 mice from developing diabetes. The underlying mechanisms of this phenomenon are still elusive. Previous research on the *ob/ob* mouse line (25) postulated that upregulation of MDSCs serves as a mechanism for suppressing the typical obesity-induced low-grade inflammation, which may provide insights into the unique characteristics of the DU6 model. We detected markedly increased numbers of MDSCs expressing the typical monocyte/macrophage marker CD11b (encoded by the *Itgam* gene) and the granulocyte marker Gr-1 (gamma response protein 1 encoded by *Ly6g*) in the spleens of DU6 mice. This heterogeneous MDSC population has long been recognized for its immunosuppressive functions (56, 57) and displayed a crucial role in maintaining immune homeostasis in obese rodents (25). Their concentration in the murine spleen is typically low, ranging between 2 and 4% (58). Notably, MDSCs exhibit minimal expression of MHC class II molecules for antigen presentation and lack co-stimulatory signals, preventing them from activating T cells. Instead, MDSCs suppress CD8^+^ T-cell responses and promote the development of regulatory T cells (56, 59, 60). This immunosuppressive role may offer protection against diabetes. Consistent with this understanding, we persistently detected reduced T cell numbers in obese DU6 mice, accompanied by diminished T-cell activation in response to the mitogen ConA. The lack of systemic inflammation as judged from the absence of classic inflammatory markers TNF-α, IL-1β or IL6 in the periphery of DU6 mice in our study may reflect the efficient immunosuppression and probably underpins the resistance of DU6 mice to diabetes. Admittedly, we have not directly tested the anti-inflammatory function of MDSC in our mouse model by functional tests of cytokine secretion by T cells or of suppression of CD8+ T cell function other than *in vitro* activation-marker expression. Future studies should include such functional tests. Given that inflammation is a key driver of obesity-related diabetes, the lack of both inflammation and diabetes in DU6 mice suggests the immune system plays a pivotal role in mediating this resistance.

Xia et al. demonstrated that MDSCs are increased in diabetic *ob*/*ob* mice (25). Strikingly, wild type mice fed a high-fat diet showed increased numbers of MDSCs. Individuals with depleted MDSCs suffered from more pronounced diabetes, while individuals with enriched MDSCs had less severe diabetes symptoms, leading to the conclusion that this cell population may protect against diabetes (25, 61). Increased numbers of MDSCs have also been found in humans with suppressive effects on inflammation (59, 62).

The differences in leukocyte populations in FztDU and DU6 mice were not limited to MDSCs. DU6 mice also had a higher proportion of B cells and a lower proportion of T cells than FztDU mice and a reduced T-cell activation. These alterations may be associated with increased numbers of MDSCs, which are known to suppress T cell responses (25).

Our previous studies (40, 41) demonstrated that the EPM acts as a moderate psychological stressor for mice, leading to increased plasma corticosterone concentrations. In the present study, we also observed that the corticosterone levels in EPM-challenged FztDU mice rose to match those in DU6 mice, where corticosterone concentrations appear to be permanently elevated. Although elevated glucocorticoid levels are usually associated with higher anxiety (63), we did not find increased anxiety in DU6 mice. Nevertheless, in other rodent models of obesity, corticosterone and anxiety were elevated in obese mice (27, 28). It is therefore unlikely that glucocorticoids are directly responsible for increased anxiety in obesity.

Transcriptome analysis of the hippocampi from both mouse lines identified three distinctly differentially regulated genes. In DU6 mice, the *Mid1* gene (alias *Rnf59* and *Trim18*), which encodes midline protein-1, was significantly upregulated. Given that all the mice sampled were male, this expression difference is unlikely due to sex-based variability, as previously observed in a microarray study in mice (64). *Mid1* is a microtubule-associated protein (65) critical for cell cycle dynamics and stability (66). It is highly expressed in murine microglia (67). The knockout of Mid1 in murine macrophages elevated the levels of type I interferons upon stimulation with virus or viral PAMPs, without affecting the expression of CD11b on macrophages (67). In line with this, interferon signaling has been identified as a canonical pathway differentially regulated in the hippocampi of DU6 and FztDU mice. In human patients with diabetic kidney disease, renal MID1 levels were increased compared to controls. These *MID1* levels correlated with the signaling of STAT3, which is induced by interferons (68). Additionally, Mid1’s interaction with microtubules may influence the mammalian targets of rapamycin complex 1 (mTORC1) signaling (69). It is worth noting that whole-genome sequencing identified a single nucleotide polymorphism (SNP) in *Mid1-ps1* (midline 1 pseudogene 1) on the Y chromosome of mice with polygenic obesity (fat line) compared to lean individuals (70). However, this SNP provides limited insight into why *Mid1* is so strongly expressed in the hippocampus of DU6 mice.

*Gjb4* encodes gap junction protein beta 4 and revealed, similar to *Mid1*, strongly increased transcript levels in DU6 mice compared with FztDU mice. Members of the Gjb family facilitate the transport of glucose and lactate between astrocytes and neurons and were previously found to be downregulated in the hippocampi of non-obese type 2 diabetes rats compared to healthy controls (71), while elevated *Gjb4* levels in the islet cells of an obese mouse strain with permanently increased blood-glucose levels were demonstrated to contribute to the pathogenesis of diabetes (72).

In FztDU mice, the expression of the *Ccl19* gene, encoding C-C motif chemokine ligand 19 (also known as macrophage inflammatory protein 3-beta), was dominant. *Ccl19* is a recognized marker of numerous inflammatory conditions, including the chronic low-grade inflammation associated with obesity and diabetic nephropathy (73). Our transcriptomic analyses revealed that the expression of *Ccl19* in the hippocampus, hypothalamus, and abdominal adipose tissue is lower in obese DU6 mice than in control FztDU mice. Since *Ccl19* transcript levels have been demonstrated to be elevated in adipose tissue of obese individuals with or without diabetes (74, 75), it is surprising that the *Ccl19* concentration is comparatively low in obese DU6 mice. The expression of *Ccl19* is not restricted to one specific immune cell population but has been identified in a variety of cells, including macrophages, dendritic cells, fibroblastic reticular cells, lymphatic endothelial cells, or stromal cells (76–79). Although elevated *CCL19* levels are associated with neuroinflammatory diseases (80–82), it remains unclear whether the low *Ccl19* expression observed in the present study provides an explanation for the absence of neuroinflammation in DU6 mice despite obesity. Whether the low *Ccl19* expression in DU6 mice is related to the higher number of immunosuppressive MDSCs needs to be clarified.

To rule out neuroinflammation as the cause of cognitive deficits in DU6 mice, we specifically searched our microarray data from the hippocampus for pro- and anti-inflammatory cytokines and glial activation. The data show no differences between the mouse lines in either glial activation or cytokine expression. 

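Glial and cytokine genes, grouped in lists fixed before the data were examined, had small median differences between the lines, from 0.01 to 0.12, whereas single members differed by more. Of 19 clusters of microglia markers, 0 passed the test in limma (1 higher and 1 lower at an unadjusted p under 0.05), and Fcrls, a microglial receptor, had the smallest p, with a log2 difference of 0.55 (adjusted p = 0.387), the list having a median of 0.09 (camera adjusted p = 0.206). Of 18 clusters of microglial activation markers 0 passed (0 higher and 1 lower at an unadjusted p under 0.05, Gpnmb with -0.65), and their median difference was 0.12 (camera adjusted p = 0.0705). Of 26 clusters of reactive astrocyte markers 1 was higher, S100a10, an annexin-binding protein, by 0.90 (adjusted p = 0.0432), with 3 higher and 0 lower at an unadjusted p under 0.05 and a median of 0.11 (camera adjusted p = 0.0635); H2-D1, also on the list, is measured in the cluster shared with H2-L, which was higher by 1.37 (adjusted p = 0.00301) and is not counted. Of 11 clusters of astrocyte markers 0 passed, and 0 at an unadjusted p (camera adjusted p = 0.500). The 29 clusters of proinflammatory cytokines and mediators had 0 changes (3 higher and 2 lower at an unadjusted p under 0.05) and a median of 0.06 (camera adjusted p = 0.140); Tlr2 differed by 0.43, Ccl3 by 0.35 and Ptgs2 by -0.43. The 18 clusters of anti-inflammatory cytokines and mediators had 0 changes, 0 also at an unadjusted p, and a median of 0.05 (camera adjusted p = 0.166). Adjusted over the list alone, the counts of these 6 lists were the same, 1 for reactive astrocyte markers and 0 for the others. In the reactive astrocyte list the highest mean was in DU6 replicate 5, at 0.32 above the mean of all arrays, an array with high choroid plexus genes. S100a10 no longer passed without DU6 replicate 1, 2, 3, 4 or 5 or FztDU replicate 1, 2, 4 or 5, with an adjusted p of up to 0.121, nor with the replicate number as a block (0.174) or with array weights (0.0569). By camera the microglia list passed without DU6 replicate 2 (adjusted p = 0.0180) or FztDU replicate 1 (0.0322), the microglial activation list without DU6 replicate 4 (0.0278) or FztDU replicate 4 (0.0153), and the reactive astrocyte list without DU6 replicate 2 (0.0423), 3 (0.0213) or 4 (0.0231) or FztDU replicate 4 (0.0153), each higher in DU6, whereas with an estimated correlation and all arrays 0 of the 29 lists tested passed. The paper made this search to rule out neuroinflammation as the cause of cognitive deficits in DU6 mice, and states from it that the lines differ in neither glial activation nor cytokine expression.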

Anti-inflammatory cytokines could also have played a role here. For example, IL-10 blocks the inhibitory effect of IL-1β on long-term potentiation, which is crucial for learning (83). Microglial TGF-β is necessary for maintaining cognitive functions (84).

In addition to changes in the transcriptome, epigenetic modifications such as chromatin remodeling and DNA methylation could also be relevant. Epigenetic studies conducted on liver tissue from male DU6 mice have revealed altered histone acetylation levels, which may contribute to changes in energy metabolism (31). This aligns with the fact that DU6 mice are known to have a higher feed intake combined with better feed conversion, which is reflected in their energy metabolism (35). It would be interesting to also investigate potential epigenetic alterations in the hypothalamus, as this brain region regulates appetite and food intake. In a recent study, an altered DNA methylation profile was identified in the hypothalamus of male 5xFAD mice, an age-related Alzheimer’s-like model. Among other pathways, the oxytocin (OXT) and gonadotropin-releasing hormone (GnRH) signaling pathways were affected. This profile appears to underlie deficits in object memory in the absence of inflammation, as treatment with OXT and GnRH counteracted the cognitive deficits (85). Oxytocin also plays a role in food intake and energy metabolism (88). Given that DU6 mice exhibit persistently elevated stress hormone levels, it may be worthwhile to investigate whether the DU6 phenotypes are due to neuroendocrine dysfunction rather than systemic inflammation or neuroinflammation.

To summarize, we found that DU6 mice show neither systemic inflammation nor neuroinflammation, no increased anxiety-like behavior, and no spatial memory deficits but rather a dysregulation of the HPA axis and impaired object memory. The increased number of myeloid-derived suppressor cells may be responsible for suppressing inflammation and providing protection against diabetes. The lower numbers of T cells and decreased T-cell activation illustrate the significant impact of immune regulation on metabolic health. It is also possible that the reduced number of T cells may contribute to object memory impairment, as T cells have been found to play a key role in regulating cognition (for review see (86)). Our study provides evidence for altered hypothalamic feedback suggesting a mechanistic link between neuroendocrine regulation, cognitive behavior and immunometabolic responses that should be addressed in future studies. These studies need to investigate the effects of MDSC-mediated suppression of T-cell function on metabolic health and cognitive function to better understand the health consequences associated with obesity. A limitation of this study is the exclusive use of male mice. The prevalence of obesity is higher among women than men worldwide, although in many regions the opposite is true (87). However, future studies should also include female animals to determine whether the observed effects are consistent in both sexes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE280980.

## Supplementary material

Supplementary Figure 1 Exploration behavior of mature adult and adolescent male FztDU and DU6 mice toward novel and familiar objects. Panels **(A–D)** show the number of contacts with familiar (black bars) and novel (gray bars) objects in each minute over a 10-minute period. Panels **(E–H)** display the duration of exploration per contact [s]. Data are presented separately for mature adult **(A, B, E, F)** and adolescent **(C, D, G, H)** mice from the FztDU (green label) and DU6 (orange label) lines. Values represent LS means ± SE.

Supplementary Figure 2 Ability to distinguish between new and familiar objects in adult male FztDU and DU6 mice and male juvenile FztDU and DU6 mice in the novel object recognition test.

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary Figure 1 — Exploration behavior of mature adult and adolescent male FztDU and DU6 mice toward novel and familiar objects. Panels (A–D) show the number of contacts with familiar (black bars) and novel (gray bars) objects in each minute over a 10-minute period. Panels (E–H) display the duration of exploration per contact [s]. Data are presented separately for mature adult (A, B, E, F) and adolescent (C, D, G, H) mice from the FztDU (green label) and DU6 (orange label) lines. Values represent LS means ± SE.

Supplementary Material

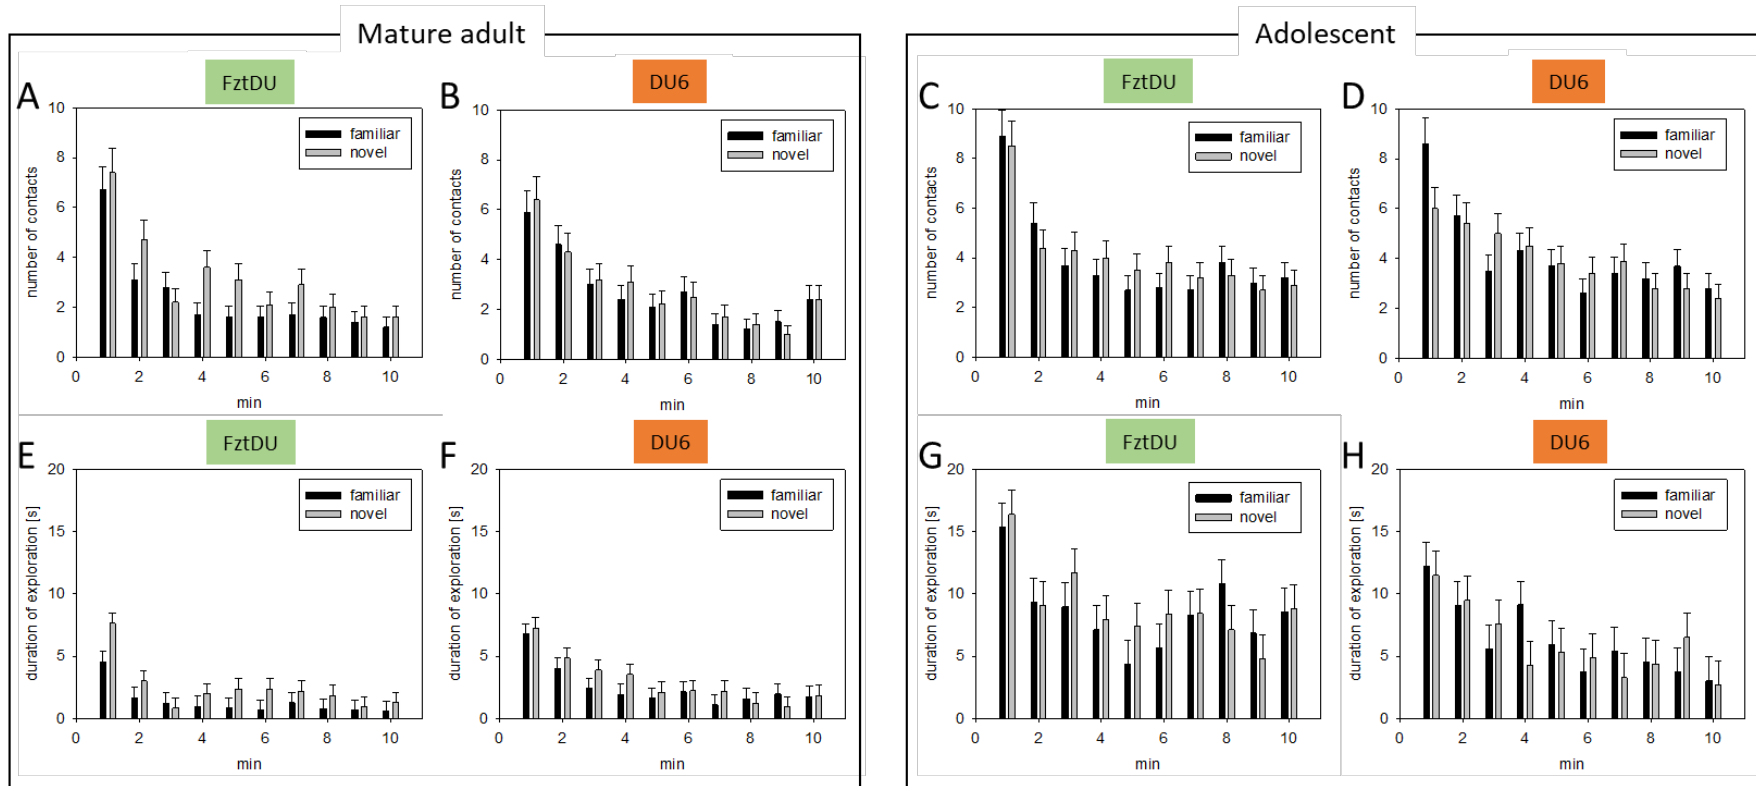

Supplementary Figure S1: Exploration behavior of mature adult and adolescent male FztDU and DU6 mice toward novel and familiar objects. Panels (A–D) show the number of contacts with familiar (black bars) and novel (gray bars) objects in each minute over a 10-minute period. Panels (E–H) display the cumulative duration of exploration [s]. Data are presented separately for mature adult (A, B, E, F) and adolescent (C, D, G, H) mice from the FztDU (green label) and DU6 (orange label) lines. Values represent LS means $\pm$ SEM.

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary Figure 2 — Ability to distinguish between new and familiar objects in adult male FztDU and DU6 mice and male juvenile FztDU and DU6 mice in the novel object recognition test.

Supplementary Material

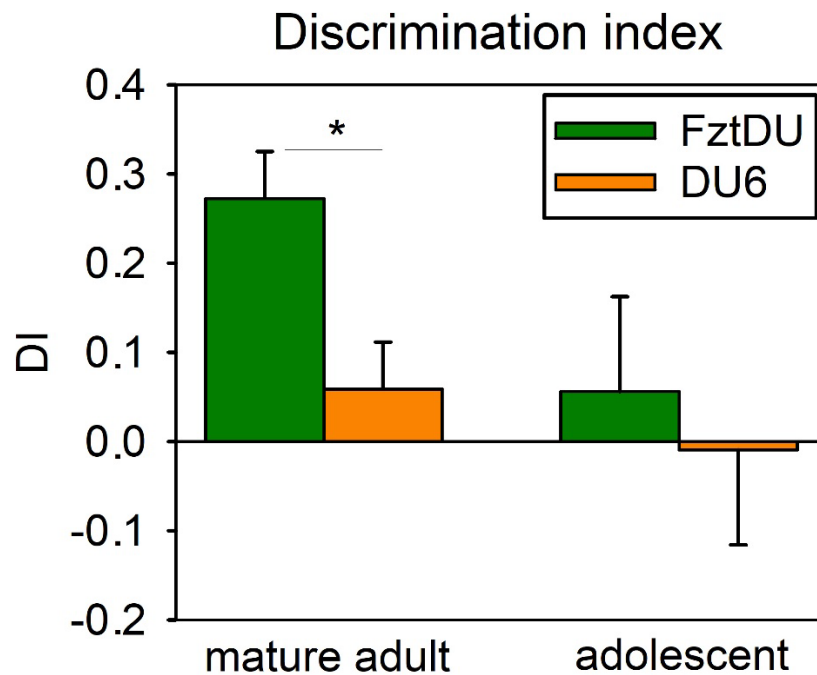

Supplementary Figure S2: Ability to distinguish between new and familiar objects in adult male FztDU and DU6 mice and male juvenile FztDU and DU6 mice in the novel object recognition test. The discrimination index DI was calculated by

$$DI = (t_n - t_f) / (t_n + t_f)$$

with t_n , time spent exploring the novel object and t_f , time spent exploring the familiar object. Data are presented as LS means + SE. Statistical significance is indicated as follows: * $p < 0.05$ (Tukey-Kramer test).

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary file 3

Supplementary Material

# Supplementary Table S1. List of antibodies used for flow cytometry with ordering details (all from BioLegend, Amsterdam, Netherlands).

| **Targeted antigen** | **Antibody conjugated with** | **Clone** | **Catalog no.** | **Isotype** | **Clone of matching isotype control** | **Catalog no.** |
| --- | --- | --- | --- | --- | --- | --- |
| CD11b | PE | M1/70 | 101207 | Rat IgG2b, κ | RTK4530 | 400607 |
| Gr-1 (Ly-6/Ly-5) | APC | RB6-8C5 | 108411 | Rat IgG2b, κ | RTK4530 | 400611 |
| CD45.2 | FITC | 104 | 109805 | Mouse IgG2a, κ |  |  |
| CD3 | APC | 145-2C11 | 100311 | Armenian hamster IgG | HTK888 | 400911 |
| CD4 | FITC | GK1.5 | 100405 | Rat IgG2b, κ | RTK4530 | 400605 |
| CD8 | BV421 | 53-6.7 | 100753 | Rat IgG2a | RTK2758 | 400549 |
| B220 | PE/Cy7 | RA3-6B2 | 103221 | Rat IgG2a | RTK2758 | 400521 |
| CD25 | PE/Cy7 | PC61 | 102015 | Rat IgG1, λ | G0114F7 | 401907 |
| CD69 | PE | H1.2F3 | 104507 | Armenian hamster IgG | HTK888 | 400907 |

APC, allophycocyanine; BV421, brilliant violet 421; FITC, fluorescein isothiocyanate; PE, phycoerythrin; Cy7, cyanine 7

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary file 4

Supplementary Material

**Supplementary Table** **S2**: **Y-maze behavior of male FztDU and DU6 mice. Mature adult FztDU mice were tested in the standard-sized and wider mazes. Data are shown as LS means ± SE.**

| **Behavior** | **FztDU**  **(standard-sized maze)** | **FztDU**  **(wider maze)** | **DU6**  **(wider maze)** | **p-value (Tukey-Kramer test)**  **FztDU (standard-sized maze) vs. FztDU (wider maze)** |
| --- | --- | --- | --- | --- |
| **Mature adult mice** | **n = 5** | **n = 5** | **n = 10** |  |
| Familiar arm entries (divided by two) | 8.80 ± 1.14 | 12.80 ± 1.38 | 7.90 ± 0.87 | 0.057 |
| Novel arm entries | 11.20 ± 1.29 | 14.60 ± 1.47 | 9.60 ± 0.96 | 0.121 |
| Duration of exploration of familiar arms (s) | 89.39 ± 9.28 | 84.69 ± 9.28 | 87.31 ± 5.81 | 0.983 |
| Duration of exploration of novel arms (s) | 121.22 ± 9.28 | 130.62 ± 9.28 | 125.37 ± 5.81 | 0.888 |
| **Adolescent mice** | **n = 10** |  | **n = 10** |  |
| Familiar arm entries (divided by two) | 9.10 ± 0.61 |  | 6.90 ± 0.53 |  |
| Novel arm entries | 12.10 ± 0.70 |  | 8.40 ± 0.59 |  |
| Duration of exploration of familiar arms (s) | 84.30 ± 5.74 |  | 86.41 ± 5.74 |  |
| Duration of exploration of novel arms (s) | 131.40 ± 5.74 |  | 127.17 ± 5.74 |  |

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary file 5

Supplementary Material

# Supplementary Table S3. Flow cytometric characterization of spleen cell populations of male control mice at 7 and 21 weeks of age

| **Surface markers of leukocyte population** | **FztDU**  **7 weeks** | **FztDU**  **21 weeks** | **p-value; FztDU;**  **7 vs. 21 weeks** | **DU6**  **7 weeks** | **DU6**  **21 weeks** | **p-value; DU6;**  **7 vs.**  **21 weeks** |
| --- | --- | --- | --- | --- | --- | --- |
| Gr-1^+^CD11b^+^ | 3.9 ± 0.5% | 3.1 ± 0.8% | 0.839 | 10.0 ± 2.9% | 20.6 ± 5.0% | 0.292 |
| Gr-1^-^CD11b^+^ | 4.6 ± 0.3% | 2.3 ± 0.4% | **< 0.001** | 7.7 ± 0.3% | 3.1 ± 0.4% | **< 0.001** |
| B220^+^ | 54.0 ± 1.0% | 48.5 ± 1.7% | **< 0.05** | 56.6 ± 2.1% | 54.2 ± 3.7% | 0.943 |
| CD3^+^ | 30.5 ± 1.1% | 34.4 ± 1.9% | 0.100 | 11.3 ± 0.9% | 12.3 ± 1.6% | 0.948 |
| CD4^+^CD3^+^ | 23.1 ± 1.3% | 27.8 ± 2.3% | 0.295 | 8.8 ± 0.9% | 11.4 ± 1.6% | 0.492 |
| CD8^+^CD3^+^ | 9.4 ± 0.6% | 9.5 ± 1.0% | 1.000 | 3.5 ± 0.4% | 3.3 ± 0.6% | 0.991 |

Results are presented as LS means ± SE, and the p-values of the Tukey-Kramer test; n=15 per mouse line at 7 weeks of age; n=5 per mouse line at 21 weeks of age.

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary file 6

Supplementary Material

# Supplementary Table S4. Flow cytometric characterization of T cell activation in response to ConA stimulation.

| **Surface markers of leukocyte population** | **FztDU**  **control** | **DU6**  **control** | **p-value; FztDU vs. DU6**  **(control)** | **FztDU**  **stress** | **DU6**  **stress** | **p-value; FztDU vs. DU6**  **(stress)** | **p-value; FztDU control vs. stress** | **p-value; DU6 control vs. stress** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CD25^+^CD4^+^ | 15.7 ± 0.9 | 6.0 ± 0.5 | **< 0.001** | 22.7 ± 1.1 | 8.5 ± 0.7 | **< 0.001** | **< 0.001** | **< 0.05** |
| CD69^+^CD4^+^ | 21.4 ± 1.1 | 7.3 ± 0.6 | **< 0.001** | 28.2 ± 1.3 | 8.7 ± 0.8 | **< 0.001** | **< 0.01** | 0.497 |
| CD25^+^CD8^+^ | 10.5 ± 0.8 | 4.1 ± 0.3 | **< 0.001** | 14.3 ± 1.0 | 4.1 ± 0.4 | **< 0.001** | **< 0.05** | 1.00 |
| CD69^+^CD8^+^ | 16.8 ± 1.1 | 5.2 ± 0.5 | **< 0.001** | 15.1 ± 1.4 | 4.3 ± 0.6 | **< 0.001** | 0.794 | 0.677 |
|  |  |  |  |  |  |  |  |  |
| CD25^-^CD4^+^ | 10.3 ± 1.0 | 4.7 ± 0.3 | **< 0.001** | 14.3 ± 1.3 | 5.8 ± 0.3 | **< 0.001** | 0.103 | **< 0.05** |
| CD69^-^CD4^+^ | 3.7 ± 0.6 | 4.0 ± 0.4 | 0.979 | 7.4 ± 0.7 | 4.2 ± 0.5 | **< 0.01** | **< 0.01** | 0.987 |
| CD25^-^CD8^+^ | 13.2 ± 0.7 | 5.2 ± 0.3 | **< 0.001** | 17.5 ± 0.8 | 3.0 ± 0.4 | **< 0.001** | **< 0.01** | **< 0.01** |
| CD69^-^CD8^+^ | 3.6 ± 0.3 | 3.5 ± 0.2 | 1.0 | 3.6 ± 0.4 | 1.8 ± 0.2 | **< 0.001** | 1.00 | **< 0.001** |
|  |  |  |  |  |  |  |  |  |
| CD25^+^CD4^+^/CD4^+^ | 62.8 ± 1.8% | 54.9 ± 1.5% | **< 0.05** | 62.3 ± 2.3% | 57.8 ± 1.9% | 0.425 | 0.998 | 0.626 |
| CD69^+^CD4^+^/CD4^+^ | 85.7 ± 1.4% | 63.7 ± 2.4% | **< 0.001** | 79.9 ± 1.7% | 65.9 ± 2.9% | **< 0.01** | 0.063 | 0.930 |
| CD25^+^CD8^+^/CD8^+^ | 41.7 ± 1.6% | 43.6 ± 1.4% | 0.806 | 47.8 ± 2.0% | 56.4 ± 1.7% | **< 0.01** | 0.090 | **< 0.001** |
| CD69^+^CD8^+^/CD8^+^ | 81.7 ± 1.9% | 58.0 ± 1.5% | **< 0.001** | 80.0 ± 2.4% | 69.8 ± 1.9% | **< 0.01** | 0.944 | **< 0.001** |

Results are presented as LS means ± SE and the p-values of the Tukey-Kramer test; n=15 male mice per mouse line in control group; n=10 male mice per mouse line in stress group at 7 weeks of age.

# Supplementary material for: A unique polygenic mouse model of obesity exhibits a distinct immunological profile that may offer protection against systemic inflammation, diabetes, and behavioral impairments
**Source:** Front Immunol. 2025 Sep 12;16:1601809. doi: 10.3389/fimmu.2025.1601809
**Supplement:** Supplementary file 7

Supplementary Material

# Supplementary Table S5. Selected microarray-based gene expression data comparing DU6 and FztDU mice (n = 5).

| **Gene symbol** | **Protein encoded** | **Array ID**  **(suffix ‛.mm.2’)** | **DU6 (1)** | **DU6 (2)** | **DU6 (3)** | **DU6 (4)** | **DU6 (5)** | **FztDU (1)** | **FztDU (2)** | **FztDU (3)** | **FztDU (4)** | **FztDU (5)** | **Du6 Avg (log2)** | **FztDu Avg (log2)** | **Fold Change DU6/FztDu** | **P-val** | **FDR P-val** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ***Cd11b/***  ***Itgam*** | Integrin alpha M | TC0700001875 | 6.46 | 5.76 | 6.79 | 6.53 | 6.59 | 6.95 | 6.77 | 6.95 | 6.81 | 6.82 | 7.75 | 8.33 | -1.50 | 0.01 | 0.52 |
| ***Cd68*** | CD68 antigen | TC1100003055 | 6.22 | 6.02 | 6.34 | 6.16 | 6.50 | 6.08 | 5.88 | 5.93 | 5.83 | 6.25 | 7.74 | 7.25 | 1.40 | 0.04 | 0.71 |
| ***Gfap*** | Glial fibrillary acidic protein | TC1100003856 | 8.81 | 8.91 | 8.89 | 9.10 | 8.88 | 9.09 | 8.68 | 8.87 | 9.13 | 8.61 | 12.75 | 12.75 | -1.00 | 0.76 | 0.98 |
| ***Il1b*** | Interleukin 1 beta | TC0200004602 | 3.01 | 2.99 | 2.62 | 2.98 | 3.06 | 2.72 | 3.00 | 2.59 | 2.71 | 3.00 | 4.58 | 4.24 | 1.27 | 0.25 | 0.91 |
| ***Il4*** | Interleukin-4 | TC0100001167 | 2.79 | 2.33 | 2.79 | 2.92 | 2.84 | 2.63 | 3.10 | 2.99 | 2.78 | 2.76 | 4.25 | 4.16 | 1.06 | 0.61 | 0.96 |
| ***Il6*** | Interleukin-6 | TC0500000283 | 1.89 | 2.03 | 1.59 | 1.99 | 1.89 | 2.31 | 1.96 | 2.09 | 2.04 | 1.86 | 2.74 | 2.85 | -1.08 | 0.18 | 0.88 |
| ***Il10*** | Interleukin-10 | TC1100002737 | 2.88 | 2.95 | 2.97 | 2.98 | 3.50 | 2.67 | 3.37 | 2.86 | 2.76 | 2.98 | 2.81 | 2.73 | 1.05 | 0.29 | 0.92 |
| ***Il13*** | Interleukin-13 | TC1100002738 | 5.10 | 4.83 | 4.62 | 5.14 | 5.49 | 4.91 | 4.76 | 4.70 | 5.29 | 5.12 | 3.28 | 3.20 | 1.05 | 0.52 | 0.95 |
| ***Mc4r*** | Melanocortin 4 receptor | TC1800001485 | 4.84 | 4.62 | 4.40 | 5.14 | 4.62 | 5.63 | 5.01 | 5.29 | 5.06 | 5.33 | 4.87 | 5.74 | -1.83 | 0.00 | 0.31 |
| ***Nr3c1*** | Nuclear receptor subfamily 3. group C. member 1 | TC1800001243 | 6.47 | 6.72 | 7.00 | 6.52 | 6.47 | 6.59 | 6.71 | 6.72 | 6.27 | 6.66 | 8.15 | 8.18 | -1.02 | 0.53 | 0.96 |
| ***Tgfb*** | Transforming growth factor, beta 1 | TC0700000424 | 5.62 | 5.61 | 5.76 | 5.80 | 5.64 | 5.88 | 5.62 | 5.78 | 5.60 | 5.76 | 7.43 | 7.44 | -1.00 | 0.77 | 0.98 |
| ***Tnf*** | Tumor necrosis factor | TC1700001954 | 2.57 | 2.82 | 2.73 | 2.76 | 3.13 | 2.73 | 3.21 | 2.64 | 2.78 | 2.47 | 2.56 | 2.48 | 1.06 | 0.63 | 0.96 |

How the deposited data were processed for this re-analysis (not part of the article)

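Hippocampal RNA of 5 male DU6 mice and 5 male FztDU mice was measured on Clariom S Mouse arrays, 1 mouse per array. According to the methods, the authors imported the array intensities into the Transcriptome Analysis Console and normalized them by SST-RMA, with annotation on mm10. The authors deposited log2 values per transcript cluster and array, normalized between arrays, and these values were used as deposited. They also deposited a table of the comparison with a log2 average and standard deviation per line, a signed fold change, a p, a false discovery rate and a call of expression per line, and the paper's text names no test behind that p. Its decimal commas were read as points, and 1 cell in the column of p and 1 in that of the false discovery rate exceeded 1 as written and were read as 1. The averages of that table lie on a wider scale than the values per array. Which step parts them is not stated, and the values do not tell whether both tables hold SST-RMA values. Every fold computed here is on the scale of the values per array. The replicate numbers follow the labels of the deposited samples.

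Differences between the lines were tested over all 22206 transcript clusters in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment), with no filter on low values and no control clusters present (0 found). A cluster was called at an adjusted p under 0.05 and an absolute fold change over 2, and counts at an adjusted p alone and at an unadjusted p under 0.05 with the fold threshold were made too. Each named cluster also had an exact two-sided permutation test over the 252 splits of the 10 arrays, whose smallest p is 0.00794. Arrays carry no counting depth, and their number limits the precision. A position was lacking for 64 clusters, 836 clusters carry several symbols and 3 carry none. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

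Gene lists were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry, all from limma, with Benjamini-Hochberg adjustment over the 29 lists. The lists were proinflammatory and anti-inflammatory cytokines and mediators, microglia, microglial activation, reactive astrocyte and astrocyte markers, interferon response genes, chemokines and their receptors, glucocorticoid-responsive genes, appetite and insulin signalling genes, immediate early genes, glutamate receptors, GABA system genes, neuropeptides and their receptors, oxidative phosphorylation genes, mitochondrial ribosomal proteins, glutathione and redox genes, iron handling genes, markers of oligodendrocytes, endothelial and mural cells, choroid plexus, meningeal fibroblasts, blood cells, CA1, CA2 and CA3 pyramidal cells, dentate granule cells, thalamus and neocortex. The genes of Figure 7B, Figure 7F and Supplementary Table S5 were chosen by the study on these samples and were counted, not tested. All of these lists, the tests, the thresholds and the rule for named genes were fixed before the data were examined. Several of the 29 lists hold genes of Figure 7F or Supplementary Table S5, whose values in the paper had been seen. List members measured only in a cluster shared with another symbol were not counted, and among these H2-D1 alone lies in a called cluster. A list of cerebellar genes among the leading genes of component 1 and a list of other cerebellar genes were added afterwards.

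The genes named are those the paper names for the arrays, whose values in its tables and figures had been seen, the qPCR reference genes Eef2, Rpl38 and Rplp0, the 10 highest and the 10 lowest called clusters with a symbol without a Gm prefix and no overlap between the lines, up to 4 members of each list with the smallest p, and the members of the largest group of called clusters on a chromosome. Results of 1 gene are not reported here. Genes outside this rule are marked in the text as named after their values were seen.

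Principal components were computed on the centred log2 values of all clusters. The share of called clusters with another called one within 1 Mb was set against 10000 random draws of as many clusters. The alternatives tried were quantile normalization, arrays centred on their medians, the lowest 25% or the lowest 50% of clusters by mean left out, eBayes with trend and robust, array weights, the replicate number as a block, folds from Tukey biweight averages, the gene level, other thresholds, the authors' deposited p values, and each array left out in turn. Alternatives chosen after seeing the data left out the 3 arrays with high choroid plexus genes, or these and the array with high cerebellar genes, took the means of these genes as covariates, counted clusters with equal values once, or took the authors' deposited fold changes of named genes. For the block, 3 of 5 pairs of arrays with the same replicate number had correlated deviations (r over 0.1). The mean r was 0.104 for the same number and -0.026 for other numbers, though single arrays reached 0.218 with another number. The procedure was tested on simulated data with 5 arrays against 5: of 50 clusters changed by a log2 value of 0.5, 23 passed at an adjusted p alone and 0 were called at the study threshold, of 50 changed by 1.2, 42 were called at the study threshold, of 50 changed by 2 all 50 were, and of 22006 unchanged clusters 1 was. The qPCR experiments and the other measurements of the paper have no deposited array values and were left out.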

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

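The tests for a mislabelled array, for cerebellar tissue, and for poor array quality behind component 1 were chosen after the results were seen; those on shared probes, on the repeated region and on the array weights were set before.

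Called clusters lay close together on chromosomes 4 and 14: 56% had another called cluster within 1 Mb, against a mean of 3.58% in random draws (highest 36%, permutation p = 1e-04, the smallest that the draws can give), and the largest group holds 10 clusters, all lower in DU6. Probes shared between near-identical copies may account for part of it. The 10 clusters hold 9 distinct value sets, whose deviations of single arrays from the line means had a mean pairwise correlation of 0.339. This lies above the highest of 1000 random sets (0.255), with single pairs from -0.355 to 0.890. The mean was 0.625 for the 4 Ccl19 clusters and 0.339 for the other 6. Genes regulated together could give such correlations too, so both cannot be told apart. A line difference in the sequence or copy number of this repeated region could lower the called clusters. It need not lower every cluster, so the 8 of the 30 clusters of the interval that lay above 0 (up to 1.17 for Gm21955) do not argue against it. This explanation stays open because the interval holds 0 clusters with a gene symbol of their own, outside the Gm and LOC prefixes, that could decide it. The paper reports a significant qPCR difference of Ccl19 in hippocampus and abdominal fat and a similar pattern in the hypothalamus, which was not re-analysed here. A difference in regulation between the lines, the biological explanation that the design gives, was not tested apart from these explanations.

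Mid1 and Aldh1a1 each have 1 array at the level of the other line, FztDU replicate 1 with 8.48 for Mid1 on the X chromosome and DU6 replicate 2 with 8.39 for Aldh1a1. A swapped label is argued against: of 22 clusters other than Mid1 called without FztDU replicate 1, 0% had it nearer the DU6 mean, and of 23 tested that were called without DU6 replicate 2, 4.35% (Aldh1a1 itself alone) had it nearer the FztDU mean. The array weight of FztDU replicate 1 was 0.919, which argues against poor quality, whereas that of DU6 replicate 2 was the lowest at 0.522, so that quality stays open there. DU6 replicate 2 is also the array with high cerebellar genes. With choroid plexus and cerebellar means as covariates, a setting chosen after seeing the data, Aldh1a1 differed by -1.79 (adjusted p = 0.000373 from limma). Other tissue in the sample therefore stays open for Aldh1a1. A difference between individual mice of these outbred lines remains open and was not tested.

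DU6 replicate 2 stands apart on component 1 with a score of 49.1. Cerebellar tissue in the sample is a candidate explanation: 11 cerebellar genes that had not been used to find the pattern had a median of 1.46 above the mean of the other DU6 arrays (SD 0.93), and 10 of the 11 lay above all the other 9 arrays, as did 3303 of all 22206 clusters. Poor quality of the array, left open above by its weight, is argued against as the whole cause of this component by those 10 genes, since it would not raise the genes of a single region; this test replaced, after its result was seen, a first one by which 11 of the 50 clusters that deviate most (22%) are in the cerebellar lists, over its bound of 20% against poor quality. Markers of CA1 (median -0.54), CA3 (-0.43), CA2 (-0.27) and dentate granule cells (-0.57) were lower in this array. No biological explanation was tested.

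Of 190 groups of 5 arrays tested for a single array far from the others, 11 (5.79%) had one, where chance alone marks about 1 in 20. Aldh1a1 in DU6 replicate 2 had 8.39, the other DU6 arrays 6.02 to 6.44. The Ccl19 cluster from 42754525 to 42756577 had 3.99 in FztDU replicate 5, the other FztDU arrays 4.85 to 5.05. Il10 had 2.33 in DU6 replicate 2, against 2.79 to 2.92. Il1b had 2.62 in DU6 replicate 3, against 2.98 to 3.06. Il4 had 3.50 in DU6 replicate 5, against 2.88 to 2.98. Nr3c1 had 6.27 in FztDU replicate 4, against 6.59 to 6.72. Tac1 had 7.54 in DU6 replicate 1, against 6.55 to 6.78. The mean deviation of the astrocyte markers was 0.36 in DU6 replicate 2 and -0.19 in FztDU replicate 4, that of the glutamate receptors -0.14 in FztDU replicate 4, and that of the choroid plexus markers 1.65 in FztDU replicate 5.

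The paper does not report on 9 of the clusters called at its threshold. They are Map2 with a log2 difference of 1.30, the cluster of H2-L and H2-D1 with 1.37, H2-K1 with 1.17, Pomt1 with 1.01, Gm13308 with -1.15, Il12rb2 with -1.02, Pdzd2 with -1.01, Gm6356 with -1.29 and 4930555G01Rik with -1.33. For 4930555G01Rik the adjusted p was 0.0366, and it no longer passed without DU6 replicate 1, 2, 3, 4 or 5 or FztDU replicate 1 or 3 (adjusted p up to 0.116). Pomt1 no longer passed without DU6 replicate 1, 2, 3 or 4 or FztDU replicate 1, 2, 4 or 5 (adjusted p up to 0.105).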

How the results depend on the processing

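The count of 25 clusters at the study threshold stayed between 18 and 36 in the alternatives, except for 16 with the lowest 50% of clusters by mean left out (all 16 among the 25), 51 at an unadjusted p with the fold threshold, 47 by the authors' deposited FDR and fold, and 182 by the authors' deposited p and fold. Leaving out 1 array gave 23 to 28, of which 22 to 24 were among the 25. With the replicate number as a block 20 clusters passed, all among the 25. At an adjusted p alone (36 clusters), 58 passed with trend and robust in eBayes, 22 with the replicate block, and 26 to 54 with 1 array left out, the highest without FztDU replicate 4. In alternatives chosen after seeing the data, 21 passed without the 3 arrays with high choroid plexus genes and 18 also without the array with high cerebellar genes, where fewer arrays were tested. At an unadjusted p with the fold threshold (51 clusters), 26 passed with the lowest 50% left out, where fewer clusters were tested, and 45 to 63 with 1 array left out. Where neither fewer clusters nor fewer arrays were tested, the cause was not tested.

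The 3 lists that passed with camera became 5 with the lowest 50% left out, 5 with trend and robust, 11 with array weights, 7 with the replicate block, 5 without the 3 arrays with high choroid plexus genes, 2 also without the array with high cerebellar genes (0 of them among the 3), 7 with choroid plexus and cerebellar means as covariates (1 of them among the 3; these settings were chosen after seeing the data), 0 with an estimated correlation and 0 by fry's test of a shared direction. Leaving out 1 array gave 2 to 11 lists, 11 without DU6 replicate 3 or FztDU replicate 4, 8 without DU6 replicate 4 or FztDU replicate 5, 7 without DU6 replicate 2 (1 of them among the 3) and 2 without FztDU replicate 2. The first 3 components held 49.1 to 60.4% of the variance in every alternative. The smallest adjusted p of a line difference over them was 0.0238 to 0.238 with 1 array left out, and passed without DU6 replicate 1 (0.0476) or DU6 replicate 3 (0.0238). The share of called clusters near another one passed the test within 250 kb (48%), within 5 Mb (72%) and with clusters of 1 symbol merged (52.4%), but was 0% over the 9 merged symbols without a Gm or LOC prefix (permutation p = 1), where the repeated symbols are left out.

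Of the 160 named clusters, 25 passed at an adjusted p alone in the main limma test. This set, which holds Esd and S100a10, is not the same as the 25 called at the study threshold. Over all 160, 3843 of 3933 alternative values kept the side of the adjusted p threshold, 63 lost it and 27 gained it. Only clusters that passed in the main test could lose it, so the 63 cannot be read as a share of all 3933. Of the clusters that passed, 0 values turned the direction, whereas 65 values of the other named clusters changed sign. A second table of values per array, planned as an alternative, was not run because the deposited values come in 1 such table, and Tukey biweight folds have no counterpart in the list tests. Low signal limits some of the named clusters: 5 of the 25 called at the study threshold (Gm21968, Gm10592, Gm3099, 4930555G01Rik and the Ccl19 cluster from 42754525 to 42756577) are not called expressed in DU6 by the authors, and their differences are limited by it.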

Differences from the paper's values

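At the paper's threshold of an adjusted p under 0.05 and an absolute fold over 2, the paper reports 75 genes higher in DU6, against 4 transcript clusters here, and 110 genes lower, against 21 clusters here. Of these, the paper assigns 15 higher and 31 lower to a Gm prefix, against 0 and 10 here. Among the alternatives, these 4 counts lie within 1.5 times the paper's under the authors' deposited p and fold alone, that is at an unadjusted p under 0.05, where they are 74, 108, 15 and 31; under the other 28 they do not. The paper's share of higher genes is 41%, against 16% of the clusters here. The share of clusters lies within that range at an unadjusted p and fold over 2 (39.2%), under the authors' deposited p and fold (40.7%) and under the authors' deposited FDR and fold (27.7%), and not under the others. The fold cuts are unlike. Over the 241 clusters with an absolute log2 difference over 1 in the authors' deposited table, its differences had a slope of 1.77 on those of the arrays. That choice of clusters can raise the slope. The FztDU averages of that table also spread more widely over all clusters (SD 3.70 against 2.37 here). A fold of 2 is therefore likely a stricter cut here, by an amount that was not measured. By the authors' deposited FDR and fold, 13 clusters were higher and 34 lower.

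The paper gives a fold of 15.9 for Mid1 on the X chromosome and 12.7 for its Y chromosome clusters, against 3.64 and 4.48 here. For Ccl19 the paper's largest fold is -22.2, against -4.06 here for the same cluster. The paper puts Upp2, Rnf25 and Aldh1a1 at 5 or more in FztDU over DU6, against 2.39, 2.13 and 2.46 here. A fold counts as different when it is over 1.5 times apart, and beside a lower bound only when it also lies over 1 SD of the line values away on the log2 scale. Of the alternatives set before the data were examined, Aldh1a1 comes within the paper's range with array weights, with Tukey biweight averages, and without DU6 replicate 2 or FztDU replicate 2; for the other 5 folds none does. Settings chosen after seeing the values that reach the paper's folds are the authors' deposited fold, for all 6, and, for Aldh1a1, leaving out the 4 arrays with high choroid plexus or cerebellar genes or taking their means as covariates. Leaving out these 4 arrays drops 10 of the 25 clusters called here, and with the covariates 3 of the 25 are dropped. The folds here are on the scale of the values per array, and those of the paper match the authors' deposited table, whose line averages lie on a wider scale.

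The paper names Mid1 among the genes with the highest levels in DU6 relative to FztDU. Here Cxcl13 had the largest log2 difference (2.73), followed by the Y chromosome clusters of Mid1 (2.16). It names Ccl19 as the most strongly changed gene in the other direction, and here, too, no cluster without a Gm symbol fell by more than the lowest Ccl19 cluster (-2.27); clusters with a Gm symbol that fell by more, such as that of Gm3893 and 4933409K07Rik (-3.65), also lie before Ccl19 in the authors' deposited table. Mid1 on the X chromosome (adjusted p = 0.0773 in limma), Cxcl13 (0.0926), Gabrg3 (0.300), Zfp125 (0.122), Rnf25 (0.161) and Aldh1a1 (0.368) did not pass the paper's threshold here. In the authors' deposited table their FDR is 0.0553, 0.192, 0.319, 0.0942, 0.194 and 0.380, and that of the Mid1 clusters on the Y chromosome, which did not pass here, is 0.0465. Mid1 on the X chromosome passed with array weights (adjusted p = 0.0428). By qPCR of the hippocampal samples the paper reports a significant difference of Mid1 between the lines, which was not re-analysed here. With 1 array left out, the Mid1 clusters passed without FztDU replicate 1 (0.000212), Aldh1a1 (0.000140) without DU6 replicate 2, Zfp125 without FztDU replicate 4 (0.000143), Rnf25 without FztDU replicate 5 (0.000284) and Cxcl13 without DU6 replicate 5 (0.00418). In each of these cases the array left out stood out for that gene, so the smaller p is not independent evidence of a line difference. In settings chosen after seeing the values, Rnf25 also passed without the 3 arrays with high choroid plexus genes (0.00466), Rnf25 (0.0216) and Aldh1a1 (0.00958) without these and the array with high cerebellar genes, and Aldh1a1 (0.000373) with the covariates; of the 25 clusters called here these settings drop 7, 10 and 3. Of the genes in Figures 7B and 7F, Mrps10 passed an adjusted p of 0.05 with the lowest 50% of clusters left out (0.0326), with trend and robust (0.0414), with array weights (0.0481) and without FztDU replicate 1 (0.0266), Tac1 (0.0414) and Grm2 (0.0473) with trend and robust, Ccr6 without DU6 replicate 3 (0.0143) and the cluster of Gm13298 and Fam205a2 without FztDU replicate 4 (0.00635); in the authors' deposited table the FDR of Mrps10 is 0.0196 and that of Tac1 0.0424. Upp2 and all 6 Ccl19 clusters passed here in the direction that the paper gives, and 24 of the 25 clusters called here are among the 47 that pass the FDR and fold of the authors' deposited table, in the same direction.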

Other observations

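Immediate early genes, which neurons transcribe soon after activity, had a median log2 difference of -0.26 over 19 clusters (camera adjusted p = 0.000533 from limma, and 0.565 with an estimated correlation). By camera at the preset correlation, 85 of 100 splits of the arrays, the real one included, gave 3 or more lists. Chance can therefore not be excluded for the list calls of this paragraph. Npas4 had a difference of -0.86, Arc of -0.67 and Egr1 of -0.42, and 0 of the 19 passed singly (0 higher and 4 lower at an unadjusted p under 0.05, and 0 adjusted over the list alone). The means of the list were highest in FztDU replicates 2 (0.49) and 3 (0.31) and lowest in FztDU replicate 4 (-0.34), arrays in which the CA1 markers had 0.47, 0.33 and -0.62. With any single array left out the list passed (adjusted p up to 0.0302), and without the 4 arrays with high choroid plexus or cerebellar genes, chosen after seeing the data, it did not (0.0703). Markers of dentate granule cells were lower too, with a median of -0.28 over 8 clusters (adjusted p = 0.0129; adjusted p = 0.581 with an estimated correlation); C1ql2 had -0.65, Dsp -0.72 and Prox1 -0.14, and adjusted over the list alone 1 was lower, C1ql2. In the dentate list the lowest mean was in DU6 replicate 2, at -0.68, and without DU6 replicate 2 or FztDU replicate 1 the list no longer passed (adjusted p = 0.0575 and 0.116). Oxidative phosphorylation genes were higher by a median of 0.07 over 22 clusters (adjusted p = 0.0423; adjusted p = 0.581 with an estimated correlation), 0 of them singly, 0 adjusted over the list alone and 0 at an unadjusted p. That list no longer passed without DU6 replicate 2, its highest array (adjusted p = 0.179), or FztDU replicate 1 (0.0931), 2 (0.0699) or 4 (0.0973), nor with arrays centred on their medians (0.0516). Without the same 4 arrays neither the dentate (0.0703) nor the oxidative phosphorylation list (0.0643) passed.

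Glucocorticoid-responsive genes had a median of -0.12 over 23 clusters (camera adjusted p = 0.0524), with Arrdc2 at -0.53 and Fkbp5 at -0.29, and appetite and insulin signalling genes a median of -0.08 over 26 (0.0705). The glucocorticoid list passed without DU6 replicate 1 (0.0211) or 2 (0.00385) or FztDU replicate 1 (0.0322), 4 (0.0209) or 5 (0.0166), but with an estimated correlation and all arrays its adjusted p was 0.565. Glutamate receptors had a median of -0.07 and 1 lower adjusted over the list alone, Grm2 (0.0767; without DU6 replicate 2 0.0180, without DU6 replicate 3 0.0373, without FztDU replicate 4 0.0230; 0.565 with an estimated correlation and all arrays). The medians of the tissue markers were 0.11 for oligodendrocytes (adjusted p = 0.126), 0.10 for endothelial and mural cells (0.0705), 0.41 for choroid plexus (0.0815), 0.20 for meningeal fibroblasts (0.0705), 0.14 for blood cells (0.138), 0.01 for CA1 (0.492), -0.06 for CA2 (0.947), -0.18 for CA3 (0.138), -0.10 for thalamus (0.860) and -0.20 for neocortex (0.0758), with 0 called clusters in each list over all clusters in limma. At an unadjusted p under 0.05, 0 or 1 cluster of each was higher, 2 for blood cells, and 2 of neocortex were lower. Leaving out single arrays moved 6 of these lists past the threshold, whereas with an estimated correlation and all arrays their adjusted p was 0.565 to 0.787. Without DU6 replicate 2 the choroid plexus (adjusted p = 0.00609) and oligodendrocyte (0.0180) lists passed, and without DU6 replicate 3 the choroid plexus (0.00769), endothelial (0.0276), meningeal (0.00237), blood cell (0.0431) and neocortex (0.0276) lists. Without DU6 replicate 4 the choroid plexus (0.0129), endothelial (0.0129) and meningeal (0.0278) lists passed. Without FztDU replicate 4 the oligodendrocyte (0.0421), endothelial (0.0421), meningeal (0.0158), blood cell (0.0327) and neocortex (0.0230) lists passed, and without FztDU replicate 5 the choroid plexus (0.000286), oligodendrocyte (0.0156), endothelial (0.000626) and meningeal (0.0157) lists. Markers of thalamus were high in DU6 replicate 5 (mean 0.99) and FztDU replicate 5 (1.26), which also had high choroid plexus genes. Of the 26 clusters of the genes in the heatmap of Figure 7B, 16 were lower and 0 higher over all clusters (6 higher and 20 lower at an unadjusted p, and as many adjusted over the list alone), which is not independent evidence since the study chose them. By fry's test of change in either direction, 4 lists passed: chemokines (FDR 7.44e-10), glutathione and redox genes (0.000833), interferon response genes (0.00553) and mitochondrial ribosomal proteins (0.0420). A few members can carry this test, so a pass does not show a change of the whole list. The called chemokine clusters were 5 of 61, all of Ccl19. In the other lists they were 1 of 29 (Esd), 1 of 40 (H2-K1) and 0 of 75.

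At an adjusted p alone, further genes passed with a fold under 2, all named after their values were seen. Srd5a3, a polyprenol reductase of N-glycosylation, had a log2 difference of -0.83 (adjusted p = 0.00358), Ogg1, a DNA glycosylase of base excision repair, -0.71 (0.0231), P3h4 0.90 (0.0103), Utp18, a factor of ribosome biogenesis, 0.72 (0.0109) and Tubd1 0.68 (0.0493). Gm2897 had -0.78, Gm3317 and the cluster of Gm3488 and Gm3317 -0.79 each, and another Gm13308 cluster -0.91. With any single array left out, Srd5a3, P3h4 and Utp18 still passed, and with the replicate number as a block Srd5a3 did (adjusted p = 0.0258), whereas P3h4 (0.0756), Utp18 (0.121), Ogg1 (0.105), Tubd1 (0.239), Gm2897 (0.116), both Gm3317 clusters (0.155) and this Gm13308 cluster (0.114) did not. Without the 3 arrays with high choroid plexus genes, chosen after seeing the data, none of these passed (adjusted p = 0.0565 to 0.232). Tubd1 no longer passed without any 1 array except FztDU replicate 5 (adjusted p = 0.0548 to 0.153), nor Ogg1 without DU6 replicate 1 or 4 or FztDU replicate 1, 2, 3 or 5 (up to 0.0831), Gm2897 without DU6 replicate 1 or 3 or FztDU replicate 3 (up to 0.0624), both Gm3317 clusters without DU6 replicate 1, 2 or 3 or FztDU replicate 1 or 3 (up to 0.0855), and this Gm13308 cluster without DU6 replicate 1, 2 or 4 or FztDU replicate 3 or 5 (up to 0.0855). LOC100861647 differed by -1.48 (adjusted p = 0.00759) and the cluster of Fam205a2 and Gm10600 by -2.77 (0.000359), both called at the study threshold.

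Both tests on H2-K1 and the H2-L and H2-D1 cluster were set before their results were seen, but both were made stricter afterwards. The first gained a distance of over 1 SD from the differences of these clusters. That distance adds no support, since these clusters were chosen because they were called. For the second, the bound set first, 2 or more lower H2 clusters for a line variant, was met. An interferon response as the whole cause is argued against: over the 39 interferon response genes without H2 genes the median log2 difference was 0.058 (SD 0.23), under the bound of 0.1 set before and more than 1 SD under the differences of H2-K1 (1.17) and of H2-L and H2-D1 (1.37), with 3 higher and 2 lower at an unadjusted p under 0.05 and 0 called in limma. A line variant of the H2 region against the probes could lower some H2 clusters and raise others: of the other 37 clusters with an H2 symbol 3 were lower and 3 higher at an unadjusted p under 0.05, among them H2-Q4 at 0.61 and H2-Ke6 at -0.50, both named after their values were seen, and an exact hypergeometric test of the lower ones (p = 0.111), asked for after the result was seen, leaves it open. The H2 variant and a biological difference between the lines cannot be told apart with these arrays.

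Of the 126 possible splits of the 10 arrays into 5 and 5, 100 were used, the real one included. At the study threshold 1 split, the real one, gave as many as 25 clusters, and the highest other gave 1. At an adjusted p alone it was 1 split as well, 36 clusters against at most 2. Chance is thus an unlikely source of both counts, though 100 splits cannot give a share below 1 in 100. The called clusters are also not independent, since 10 of the 25 lie in 1 stretch of chromosome 4. At an unadjusted p with the fold threshold 6 splits gave as many as the real 51, the highest other 62, so that chance cannot be excluded for that count. In all 5 of those other splits DU6 replicates 1 and 5 and FztDU replicate 5, the arrays with high choroid plexus genes, stood in 1 group. For the gene lists past an adjusted p of 0.05 by camera, 85 splits gave 3 or more, the highest other 14, so that chance cannot be excluded for the list calls.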
